# Analysis of the quadruple *lsu* mutant reveals molecular determinants of the role of LSU proteins in sulfur assimilation in Arabidopsis

**DOI:** 10.1111/tpj.17155

**Published:** 2024-11-29

**Authors:** Justyna Piotrowska, Anna Wawrzyńska, Marcin Olszak, Michal Krzyszton, Anastasia Apodiakou, Saleh Alseekh, José María López Ramos, Rainer Hoefgen, Stanislav Kopriva, Agnieszka Sirko

**Keywords:** *Arabidopsis thaliana*, sulfur metabolism, LSU (RESPONSE TO LOW SULFUR), sulfite reductase, sulfate deficiency

## Abstract

Because plants are immobile, they have developed intricate mechanisms to sense and absorb nutrients, adjusting their growth and development accordingly. Sulfur is an essential macroelement, but our understanding of its metabolism and homeostasis is limited. LSU (RESPONSE TO LOW SULFUR) proteins are plant‐specific proteins with unknown molecular functions and were first identified during transcriptomic studies on sulfur deficiency in Arabidopsis. These proteins are crucial hubs that integrate environmental signals and are involved in the response to various stressors. Herein, we report the direct involvement of LSU proteins in primary sulfur metabolism. Our findings revealed that the quadruple *lsu* mutant, q‐lsu‐KO, which was grown under nonlimiting sulfate conditions, exhibited a molecular response resembling that of sulfur‐deficient wild‐type plants. This led us to explore the interactions of LSU proteins with sulfate reduction pathway enzymes. We found that all LSU proteins interact with ATPS1 and ATPS3 isoforms of ATP sulfurylase, all three isoforms of adenosine 5´ phosphosulfate reductase (APR), and sulfite reductase (SiR). Additionally, *in vitro* assays revealed that LSU1 enhances the enzymatic activity of SiR. These results highlight the supportive role of LSU proteins in the sulfate reduction pathway.

## Significance Statement

This study demonstrates that the quadruple lsu mutant exhibits impaired sulfate assimilation and reduction at the transcript, metabolite, and long‐distance sulfur flux levels. Our subsequent research has revealed the molecular mechanism underlying these findings, showing a direct interaction between LSU proteins and enzymes involved in sulfate reduction, particularly sulfite reductase (SiR), with LSU1 enhancing SiR activity.

## INTRODUCTION

Sulfur (S) is an essential macroelement for plant life and has numerous biological functions (Leustek et al., 2000). The main source of S in the environment is inorganic sulfate. Sulfate is absorbed by plants through sulfate transporters (SULTRs) and further assimilates into organic S compounds (Takahashi, 2010; Zhang et al., 2020). Sulfate assimilation takes place in the plastids, mainly in the leaves, and begins with the activation of ${\mathrm{SO}}_{4}^{2-}$ to adenosine 5′‐phosphosulfate (APS) by ATP sulfurylase (ATPS). APS is reduced to sulfite by APS reductase (APR) and further to sulfide by sulfite reductase (SiR). Cysteine is synthesized by *O*‐acetylserine (thiol) lyase from sulfide and *O*‐acetylserine (OAS), which is formed in a reaction between serine and acetyl‐CoA catalyzed by serine acetyltransferase (SAT). Cysteine is the first compound containing reduced S in the S assimilation pathway and serves as a precursor for other organic S compounds, such as methionine and glutathione (GSH) (Romero et al., 2014). GSH is the most abundant metabolic thiol component in the cell and is widely used in plant stress defense, redox regulation, S storage, and transport (Li et al., 2020). Other S‐containing compounds include glucosinolates (GSL), which are major secondary metabolites synthesized by the Brassicaceae family, including *Arabidopsis thaliana*. GSL are the primary defense compounds against herbivores and pathogens and act as S‐storage sources (Aarabi et al., 2016; Burow & Halkier, 2017).

In plants subjected to S limitation, the amount of internal sulfate decreases, followed by decreases in cysteine, GSH, and GSL levels (Hirai et al., 2003; Nikiforova et al., 2003). Inhibition of cysteine biosynthesis also leads to the accumulation of its direct precursor OAS (Hirai et al., 2003; Nikiforova et al., 2003, 2005). In response to S‐deficient conditions, plants stimulate sulfate uptake and assimilation and the degradation of GSH and GSL with simultaneous repression of GSL biosynthesis. During the catabolism of GSL, sulfate is released and available for reincorporation into essential S‐containing compounds of primary metabolism.

The response to S deficiency is primarily controlled through transcriptional regulation (Maruyama‐Nakashita et al., 2006). An integrative meta‐analysis of transcriptomic data from five different experiments available in public databases revealed a robust set of genes whose expression depends on sulfate availability (Henriquez‐Valencia et al., 2018; Maruyama‐Nakashita et al., 2005). The biological functions of approximately 45% of the proteins encoded by these genes are unknown. Among them are three genes from the *LSU* (*RESPONSE TO LOW SULFUR*) family, namely, *LSU1*, *LSU2*, and *LSU3*.

LSUs are plant‐specific proteins of unknown function that were initially identified during transcriptomic studies of the S deficiency response in Arabidopsis (Maruyama‐Nakashita et al., 2005). The genome of *A. thaliana* encodes four LSU proteins (LSU1, AT3G49580; LSU2, AT5G24660; LSU3, AT3G49570; and LSU4, AT5G24655). A recent study revealed that the mRNA levels of all *LSU* genes are increased under S deficiency in roots and leaves (Uribe et al., 2022). The *LSU* genes and their homologs are upregulated by S deficiency not only in Arabidopsis but also in tobacco (Lewandowska et al., 2010), tomato, and wheat (Uribe et al., 2022). Additionally, *LSU1* was identified as a part of the “OAS cluster,” six genes that are induced when OAS accumulates (Hubberten et al., 2012). Recently, an extended OAS cluster coexpression network was proposed, which includes *LSU3* (Apodiakou & Hoefgen, 2023). Moreover, LSU proteins have been associated with the metabolism of GSL and their possible function in adjusting S flow from GSL to sulfate during S deficiency and cadmium stress (Li et al., 2023; Yang et al., 2023).

In a recent study, we described the generation and phenotyping of a set of *lsu* knockout mutants, including a quadruple *lsu* mutant (q‐lsu‐KO) (Piotrowska et al., 2024). This study revealed that LSU proteins are not essential for plant growth or reproduction but instead act as modulators of the S deficiency response. Here, we analyzed the q‐lsu‐KO mutant at the molecular level to determine the role of LSU proteins in S metabolism via a global transcriptomic and metabolomic approach as well as S assimilation flux analysis. Moreover, we tested the interactions of LSU proteins with enzymes of the sulfate assimilation pathway and investigated the impact of LSU1 on SiR activity *in vitro*, which revealed that LSU proteins act through protein–protein interactions.

## RESULTS

### Transcript profiling of q‐lsu‐KO seedlings reveals differences in the expression of S metabolism genes

To dissect the role of LSU proteins in plant metabolism, especially S‐metabolism, we investigated the impact of knocking out all four *LSU* genes on the plant global transcriptome under both normal [nS] and S deficiency [dS] conditions via RNA sequencing (3′RNA‐seq). Libraries were generated from total RNA extracted from either the shoots or roots of 15‐day‐old q‐lsu‐KO mutant and wild‐type (WT) plants. 

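The 3′RNA-seq libraries form 8 groups of 4 replicate libraries each, 32 in all: shoots and roots of WT and q-lsu-KO plants, under [nS] and [dS]. The authors deposited whole-number counts per gene for each library, without normalization. STAR 2.7.8a and the TAIR10 build are named for them, and the counting program, the annotation version and the handling of molecular identifiers are not given in the sources used here.
Total counts per library in shoots ran from 1440122 to 2032330 (median 1838551.5) in WT [nS] and from 1223064 to 1743661 (median 1407618) in q-lsu-KO [nS]. Under [dS] they ran from 2316770 to 2857129 (median 2446649.5) in WT and from 1096342 to 2596083 (median 1778174.5) in q-lsu-KO.
In roots they ran from 1071809 to 2488983 (median 1438408.5) in WT [nS] and from 893225 to 1395792 (median 930112.5) in q-lsu-KO [nS]. Under [dS] they ran from 1611717 to 1797462 (median 1733490.5) in WT and from 1125839 to 1759076 (median 1567768.5) in q-lsu-KO.
Each of the 4 sequencing pools held both genotypes of 1 tissue under 1 sulfur condition, so that genotypes were compared within a pool, whereas sulfur conditions also differed by pool.
The counts were tested with edgeR's quasi-likelihood test, with the 16 libraries of a tissue in 1 model, TMM normalization and a low-count filter that left 14593 genes in shoots and 15971 genes in roots. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Log2 fold changes are given ± their standard error, from 4 libraries against 4 (n = 4), with the adjusted p from this test. The paper calls the libraries biological replicates and does not say whether they came from separate plates, so the p-values measure the spread between these samples.
Among the targeted genes, LSU2 (AT5G24660) transcripts were nearly lost from the mutant. In shoots under [nS], LSU2 stood at 129 ± 28.3 CPM (SD, n = 4) in WT and at 2.57 ± 0.206 CPM (SD, n = 4) in q-lsu-KO, a log2 fold change of -5.58 ± 0.23 (adjusted p = 1.1e-14). In roots under [nS], it stood at 217 ± 10.4 CPM (SD, n = 4) in WT and at 4.151 ± 1.753 CPM (SD, n = 4) in q-lsu-KO. Over both tissues and sulfur conditions, the 16 q-lsu-KO libraries held 2 to 25 LSU2 counts each and the 16 WT libraries 192 to 1202, so every library matched its genotype label.
The 3′ tags of LSU1 (AT3G49580), LSU3 (AT3G49570) and LSU4 (AT5G24655) were still counted in the mutant. LSU1 tags were higher in q-lsu-KO than in WT shoots by a log2 fold change of 2.75 ± 0.21 under [nS] (adjusted p = 3.0e-06) and 0.96 ± 0.18 under [dS] (adjusted p = 0.00754), and LSU4 tags by 2.56 ± 0.33 (adjusted p = 4.4e-05) and 3.13 ± 0.22 (adjusted p = 3.0e-08). A 3′ tag outside the deleted part of a gene does not test the deletion, and reads of these related genes may have been split between them.

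**Figure D1:**
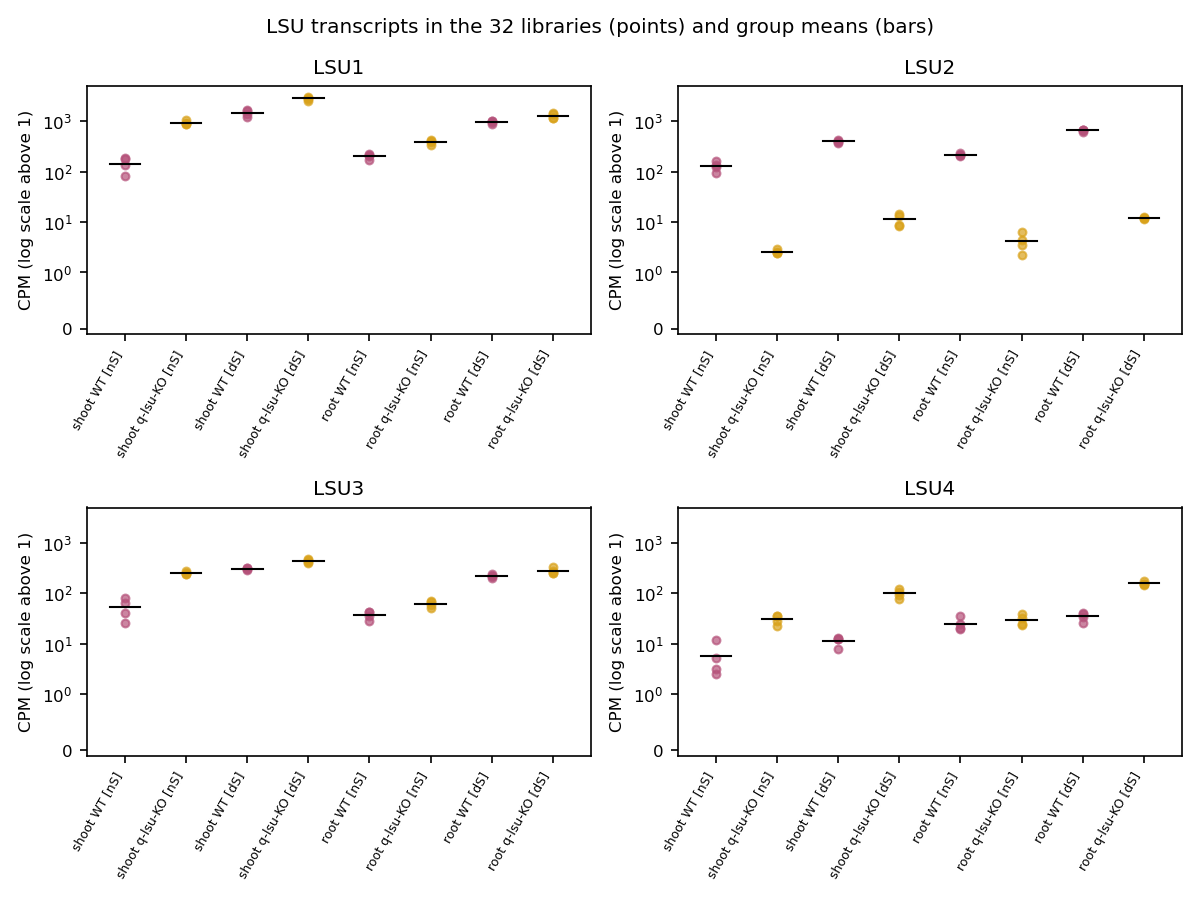
CPM of LSU1, LSU2, LSU3 and LSU4 (log scale above 1) in each of the 32 libraries (points) with the mean of each group of 4 (bars), by tissue, genotype and sulfur condition. In LSU2 the q-lsu-KO groups have means of 2.57 to 12.0 CPM and the WT groups of 129 to 657 CPM.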

The plants were grown under [nS] conditions for 10 days and then transferred to either [nS] or [dS] conditions for another 5 days. We decided to apply short‐term “induced S starvation” to avoid secondary changes in transcriptome (Nikiforova et al., 2003).

Principal component analysis (PCA) revealed the formation of coherent clusters among biological replicates both for root and shoot samples (Figure 1a). This indicates the high reproducibility of the experiment and significant differences between biological samples. 

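Within groups, the libraries of q-lsu-KO shoots were closer to each other than those of WT shoots in the expression of early stress genes. The mean expression of 26 touch and early stress genes, which include the calmodulin-like genes TCH2 and CML38 and the transcription factors WRKY40 and ZAT12, spanned a 5.02-fold range among the 4 WT [nS] libraries and a 6.12-fold range among the 4 WT [dS] libraries. Among the q-lsu-KO libraries the range was 1.58-fold under [nS] and 1.30-fold under [dS].
In the PCA of the 500 genes with the highest variance (log2 CPM, TMM), 1 of the 4 WT [dS] shoot libraries, replicate 1, had a PC1 score of -1.31, and the other 3 had scores of 13.9 to 15.7. Over all pairs of replicates within the 8 groups, the counts differed by 1.21 to 3.26 times the sampling variance (chi-square per degree of freedom), so that no 2 libraries were the same library counted again.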

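In shoots, sulfur supply and genotype both showed in PC1 and in PC2, each more in one of them. PC1 held 51.8% of the variance, and its scores in the 8 [dS] libraries lay on average 36.6 above those in the 8 [nS] libraries (permutation test over 12870 splits, two-sided, p = 1.6e-04). PC2 held 31.1%, and its scores in the 8 q-lsu-KO libraries lay on average 25.3 away from those in the 8 WT libraries (permutation p = 3.1e-04). The smaller differences, of genotype on PC1 (15.4) and of sulfur supply on PC2 (11.8), each had a permutation p = 0.147 over these splits, which mix the sulfur conditions and the genotypes. With labels exchanged only within each sulfur condition or genotype (4900 splits, a test chosen after the results were seen), both passed (permutation p = 4.1e-04 and 0.0122), and on PC1 every q-lsu-KO library lay above every WT library of its sulfur condition.
In roots, the sulfur conditions differed on PC1, with 63.8% of the variance (difference of 31.9, permutation p = 1.6e-04, n = 8 and 8), and the genotypes by only 1.40 (permutation p = 0.619, and p = 4.1e-04 with labels exchanged within sulfur conditions). PC2 held only 6.61% of the variance, and the genotypes differed in it (permutation p = 1.6e-04, n = 8 and 8). When all tested genes entered the PCA, this genotype difference on root PC2 did not pass the test (permutation p = 0.114, and p = 0.125 with labels exchanged within sulfur conditions, n = 8 and 8). The genotypes then differed more on PC3, which held 7.09% of the variance (difference of -12.9, permutation p = 0.02 with labels exchanged within sulfur conditions).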

The first principal component (PC1) separated samples with different S levels, whereas the PC2 was rather related to the genotype.

**Figure 1:**
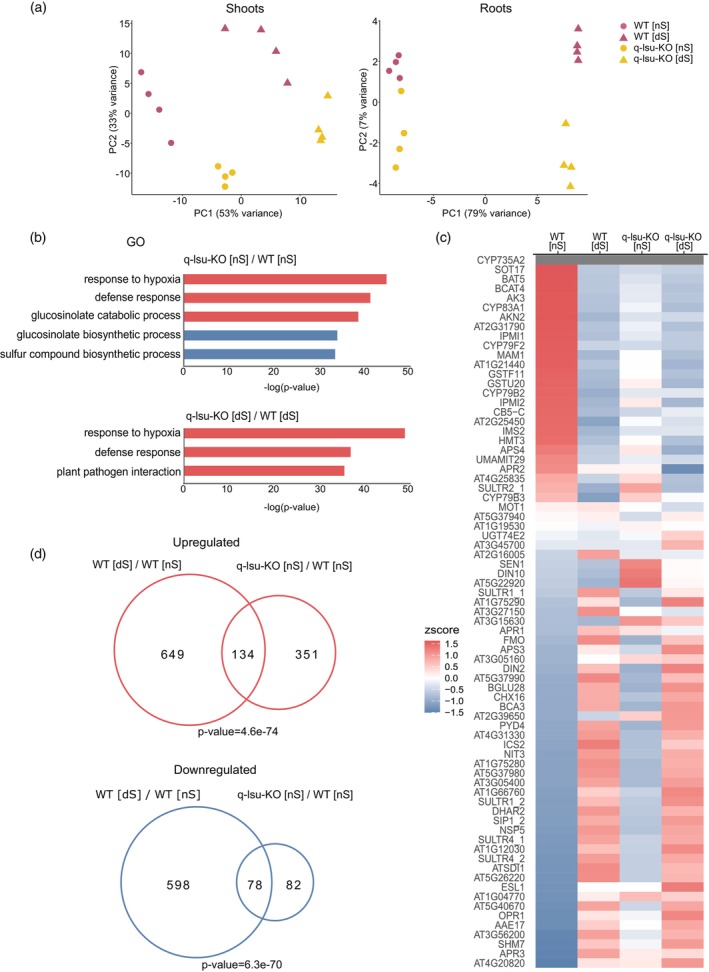
Analyses of DEGs in WT and q‐lsu‐KO mutant shoots and roots grown under normal conditions [nS] and 5‐day S deficiency [dS] conditions. (a) PCA plot of the transcriptome profiles of WT and q‐lsu‐KO mutant shoots and roots; each dot represents one biological replicate. (b) Selected GO‐term enrichment analysis results of the shoot DEGs for the q‐lsu‐KO mutant grown in [nS] (upper) and [dS] (lower) conditions. (c) Heatmap showing the regulation of S deficiency marker genes (the mean z score). (d) Venn diagrams showing the overlap of genes with upregulated or downregulated expression either in response to 5 days of S deficiency in the WT or changed in the q‐lsu‐KO mutant in [nS] conditions. The number of DEGs (1.5‐fold difference at *P* ≥ 0.05) is shown for each set. Significance of overlap was calculated using GeneOverlap R package with the background set to genes detected in the experiment.

Differentially expressed genes (DEGs) between genotypes and between conditions were examined via DESeq2 (*P*adj>0.05; FC >1.5). The list of DEGs is shown in Table S1. S deficiency leads to profound changes in gene expression in Arabidopsis. 

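Sulfur deficiency raised most S deficiency markers and lowered most genes of aliphatic glucosinolate (GSL) synthesis in shoots of both genotypes. Of 14 S deficiency markers listed before the data were examined, 12 rose in WT (13 when adjusted over the list alone) and 11 rose in q-lsu-KO, with median folds of 6.50 (fry adjusted p = 1.4e-10) and 2.21 (fry adjusted p = 4.7e-08). Among them, the sulfate transporter SULTR1;2 (AT1G78000) rose by 2.87 ± 0.30 in WT (adjusted p = 4.6e-10), and the nitrile-specifier gene NSP5 (AT5G48180) rose by 2.88 ± 0.07 (adjusted p = 9.9e-32).
Of 25 genes of aliphatic GSL synthesis, 22 fell in WT and 13 fell in q-lsu-KO (14 when adjusted over the list alone), and 1 rose in each. Their median log2 fold changes were -2.43 (fry adjusted p = 1.4e-10) and -0.72 (fry adjusted p = 1.1e-06). The largest fall of a named GSL gene was that of CYP79F1 (AT1G16410), by -4.47 ± 0.19 in WT (adjusted p = 2.2e-14), a cytochrome P450 whose counts are uncertain because of its close neighbour CYP79F2.
Of 13 genes of indole GSL synthesis, 6 fell in WT (median -0.83, fry adjusted p = 2.5e-04, adjusted p = 0.102 with an estimated correlation), and in q-lsu-KO 1 fell and 2 rose (median 0.09, fry adjusted p = 0.112). Of 5 genes of the shared GSL core and of PAPS supply, 3 fell and 1 rose in WT, and 1 rose in q-lsu-KO (median 0.26, fry adjusted p = 0.00973, adjusted p = 0.335 with an estimated correlation). Of 8 sulfate transporters, 4 rose and 1 fell in WT (5 and 1 when adjusted over the list alone), and 5 rose and 1 fell in q-lsu-KO. Of 16 genes of sulfate reduction and cysteine synthesis, 3 rose and 3 fell in WT, where ATPS2 (AT1G19920), an ATP sulfurylase, fell by 2.06 ± 0.14 (adjusted p = 9.0e-16).
Over the 14593 genes tested with edgeR, 902 rose and 764 fell in WT, and 966 rose and 794 fell in q-lsu-KO. Each of these contrasts coincides with a change of sequencing pool.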

3′RNA‐seq analysis revealed 783 and 870 genes with upregulated and 676 and 622 genes with downregulated expression under [dS] conditions in the shoots of the WT and q‐lsu‐KO mutant, respectively (Figure S1a). 

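In roots, S deficiency raised most S deficiency markers and lowered most genes of aliphatic GSL synthesis in both genotypes. Of 15 S deficiency markers tested, 14 rose in WT and 13 rose in q-lsu-KO, with median log2 fold changes of 2.12 (fry adjusted p = 5.2e-10) and 1.52 (fry adjusted p = 5.2e-10). Of 9 sulfate transporters, 5 rose in WT and 4 in q-lsu-KO, and none fell in edgeR's test in either. Among them, SULTR1;1 (AT4G08620), a high-affinity transporter of root uptake, rose by 3.58 ± 0.16 in WT (adjusted p = 1.6e-26) and by 2.86 ± 0.19 in q-lsu-KO (adjusted p = 3.6e-18).
Of 20 genes of aliphatic GSL synthesis, 15 fell in WT and 14 in q-lsu-KO, and 1 rose in each. Of 15 genes of indole GSL synthesis, 9 fell and 1 rose in WT, and 7 fell in q-lsu-KO. Of 14 genes of GSL breakdown, 7 rose and 3 fell in WT. The carbonic anhydrase gene BCA3 (AT1G23730) had the largest rise in q-lsu-KO roots among genes past the thresholds, 5.65 ± 0.25 (adjusted p = 2.4e-16).
Over the 15971 genes tested with edgeR, 544 rose and 546 fell in WT, and 442 rose and 540 fell in q-lsu-KO.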

In the roots, the number of DEGs was lower; 401 and 323 genes had an upregulated and 462 and 471 had a downregulated expression in the WT and q‐lsu‐KO mutant, respectively (Figure S1b). 

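The S deficiency markers SDI1, BGLU28 and GGCT2;1 rose under [dS] in both genotypes and both tissues, and in shoots they rose less in q-lsu-KO than in WT. SDI1 (AT5G48850), a repressor of GSL synthesis, rose by a log2 fold change of 4.31 ± 0.22 in WT shoots (adjusted p = 7.8e-09) and of 1.32 ± 0.18 in q-lsu-KO shoots (adjusted p = 1.7e-04). BGLU28 (AT2G44460), a beta-glucosidase that acts on GSL, rose by 7.73 ± 0.26 in WT shoots (adjusted p = 1.4e-12) and by 4.34 ± 0.18 in q-lsu-KO shoots (adjusted p = 4.2e-11). GGCT2;1 (AT5G26220), an enzyme of glutathione breakdown, rose by 3.78 ± 0.08 (adjusted p = 8.7e-34) and 1.26 ± 0.07 (adjusted p = 2.9e-17). The interaction of genotype and sulfur supply passed the test for each in shoots, with adjusted p = 7.9e-05 for SDI1, 5.3e-04 for BGLU28 and 8.5e-22 for GGCT2;1 (edgeR).
In roots, SDI1 rose by 4.00 ± 0.10 in WT and 3.29 ± 0.10 in q-lsu-KO, BGLU28 by 7.48 ± 0.38 and 5.46 ± 0.35, and GGCT2;1 by 4.23 ± 0.12 and 3.64 ± 0.13. The interaction did not pass the test for these genes in roots (adjusted p = 0.0698, 0.855 and 0.644 from edgeR).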

As expected, among the genes with an upregulated expression in both genotypes were S deficiency marker genes such as *SULFUR DEFICIENCY INDUCED1* (*SDI1*), *BETA‐GLUCOSIDASE 28* (*BGLU28*), and *GAMMA‐GLUTAMYL CYCLOTRANSFERASE2;1* (*GGCT2;1*) (Henriquez‐Valencia et al., 2018). These findings indicate that both WT and q‐lsu‐KO plants respond to S deprivation by modulating their transcriptomes.

Compared with WT, the deletion of all LSU genes led to significant upregulation of 485 and 497 genes' expression and downregulation of 160 and 47 genes' expression in shoots under [nS] and [dS] conditions, respectively. 

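In q-lsu-KO shoots, more genes were higher than lower against WT under both sulfur conditions. Under [nS], WRKY53 (AT4G23810), a stress and senescence transcription factor, rose by 2.87 ± 0.42 (adjusted p = 1.3e-04), and BT2 (AT3G48360), a BTB-domain protein gene, by 2.95 ± 0.67 (adjusted p = 0.0187). AOP2 (AT4G03060), an enzyme of aliphatic GSL modification, fell by 2.53 ± 0.26 (adjusted p = 1.2e-09). Under [dS], WRKY53 rose by 2.52 ± 0.26 (adjusted p = 4.2e-06) and BT2 by 4.00 ± 0.92 (adjusted p = 0.0234).
Of 8 sugar starvation genes, 5 rose under [nS] (median log2 fold change 2.22, fry adjusted p = 0.00348, adjusted p = 0.0870 with an estimated correlation), among them the asparagine synthetase gene ASN1 (AT3G47340), by 2.91 ± 0.50 (adjusted p = 0.00316). Under [dS], 3 rose (5 when adjusted over the list alone). Of 17 photosynthesis genes and 8 phosphate starvation genes, 0 passed edgeR's or DESeq2's test and the fold threshold under either condition (7 and 2 at an unadjusted p under 0.05 under [nS], 3 and 1 under [dS], edgeR).
Over all 14593 genes, 490 rose and 214 fell under [nS], and 515 rose and 93 fell under [dS]. How many fell under [dS] depends on the processing: upper-quartile factors gave 160 that fell beside 453 that rose, and DESeq2 47 beside 499. Without replicate 3 of q-lsu-KO [nS], the number of genes changed under [nS] went from 704 to 464. Under [dS] it went from 608 to 381 without replicate 1 of WT [dS] and to 379 without replicate 4 of q-lsu-KO [dS].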

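In roots, few genes differed between q-lsu-KO and WT, and most of the rises lay in 1 stretch of chromosome 1. Of the 18 genes that rose under [nS], 10 are neighbours between AT1G55450 and AT1G55610, and of the 19 that rose under [dS], 11 are. This stretch includes the brassinosteroid receptor gene BRL1 (AT1G55610), which rose by 1.27 ± 0.24 under [nS] (adjusted p = 0.00144), and the chaperonin gene CPN60B (AT1G55490), which rose by 1.34 ± 0.13 under [dS] (adjusted p = 1.5e-11). Outside the stretch, LSU1 rose by 0.97 ± 0.09 under [nS] (adjusted p = 2.8e-09), LSU4 rose by 2.16 ± 0.12 under [dS] (adjusted p = 9.4e-22), and the lipid transfer protein gene LP1 (AT2G38540) fell by 1.30 ± 0.28 under [nS] (adjusted p = 0.0104).
In all, 18 genes rose and 8 fell under [nS], and 19 rose and 6 fell under [dS], of 15971 tested with edgeR. Tested directly in a model with all 32 libraries and 17918 genes, the genotype effect differed between shoots and roots for 339 genes under [nS] and 310 under [dS]. These include SDI1, whose genotype effect under [nS] was higher in shoots by 2.27 ± 0.28 on the log2 scale (adjusted p = 1.6e-05, edgeR), BCAT4 of GSL synthesis, with a difference of -1.95 ± 0.19 (adjusted p = 1.4e-11), and WRKY53, with a difference of 3.37 ± 0.51 (adjusted p = 1.8e-05).
Without replicate 1 of root q-lsu-KO [nS] 60 genes were changed under [nS], and without its replicate 3 there were 17. Under [dS], 46 genes were changed without replicate 1 of root q-lsu-KO [dS].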

In the roots, there were fewer changes, and there were only 17 genes with upregulated and 9 genes with downregulated expression in [nS] and 13 with upregulated and 6 with downregulated expression in [dS] conditions (Figure S1a,b).

To determine the common functions of these DEGs, GO (Gene Ontology) analysis was performed (Figure 1b). We noticed that in shoots under [nS] conditions, a lack of LSU proteins caused the increased expression of genes associated with responses to hypoxia, the defense response, and GSL catabolic processes. 

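In q-lsu-KO shoots under [nS], the genes that rose include genes of the early stress, jasmonate, defense, core hypoxia and GSL breakdown lists. Of 14 core hypoxia genes, 2 rose (3 when adjusted over the list alone, 4 by DESeq2), with a median log2 fold change of 0.24 (fry adjusted p = 0.00531, adjusted p = 0.116 with an estimated correlation). They are AT3G10020, by 1.54 ± 0.40 (adjusted p = 0.0349), and RBOHD (AT5G47910), the NADPH oxidase of immune and stress signalling, by 1.08 ± 0.24 (adjusted p = 0.0152). The fermentation gene ADH1 had 2 to 7 counts and PDC1 0 to 2 counts in each of the 16 shoot libraries, too few for a test.
Of 26 touch and early stress genes, 6 rose (12 when adjusted over the list alone, 12 by DESeq2; median 1.54, fry adjusted p = 0.00612, adjusted p = 0.116 with an estimated correlation). Among them WRKY33 (AT2G38470), a transcription factor of defense, rose by 2.55 ± 0.56 (adjusted p = 0.0153) and the cell wall gene TCH4 (AT5G57560) by 2.64 ± 0.59 (adjusted p = 0.0166). Of 19 jasmonate genes, 4 rose (7 when adjusted over the list alone; fry adjusted p = 8.7e-04, adjusted p = 0.0454 with an estimated correlation), AOC2, JAZ5, JAZ9 and LOX4 (AT1G72520), which rose by 2.15 ± 0.34 (adjusted p = 2.3e-05). Of 21 genes of salicylate and pattern-triggered defense, 3 rose (5 when adjusted over the list alone; fry adjusted p = 0.0515), BIK1, SOBIR1 and CBP60g (AT5G26920), the last by 1.73 ± 0.48 (adjusted p = 0.0492).
Of 14 genes of GSL breakdown, 3 rose and 1 fell (fry adjusted p = 1.7e-04, adjusted p = 0.0752 with an estimated correlation): BGLU28, NSP5 and NIT3 rose, NSP5 by 1.29 ± 0.07 (adjusted p = 1.0e-17), and the nitrilase gene NIT4 (AT5G22300) fell by 1.23 ± 0.18 (adjusted p = 7.4e-06).
In the terms of the reference annotation, whose test was chosen after the data were seen, 22 of 149 defense response genes were among the genes that rose (4.86 by chance, adjusted p = 8.5e-07, one-sided Fisher's exact test), 9 of 33 genes of response to chitin (1.08 by chance, adjusted p = 9.6e-05, Fisher's exact test) and 2 of 7 of glucosinolate catabolic process (0.228 by chance, adjusted p = 0.492, Fisher's exact test).
Within each sulfur condition, early stress genes were higher in every q-lsu-KO shoot library than in every WT shoot library. The mean log2 expression of the touch and early stress list, centred over the 16 shoot libraries, was -1.26 ± 1.01 (SD, n = 4) in WT and 0.52 ± 0.30 (SD, n = 4) in q-lsu-KO under [nS], a 3.41-fold difference (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow). Over the 16 shoot libraries, this score went with that of the response to chitin genes within groups (r = 0.930, rho = 0.897, within-group permutation p = 6.2e-04 and 5.4e-04, adjusted p = 0.0155 over 25 relations, r = 0.908 without the 2 libraries farthest from the median).

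**Figure D2:**
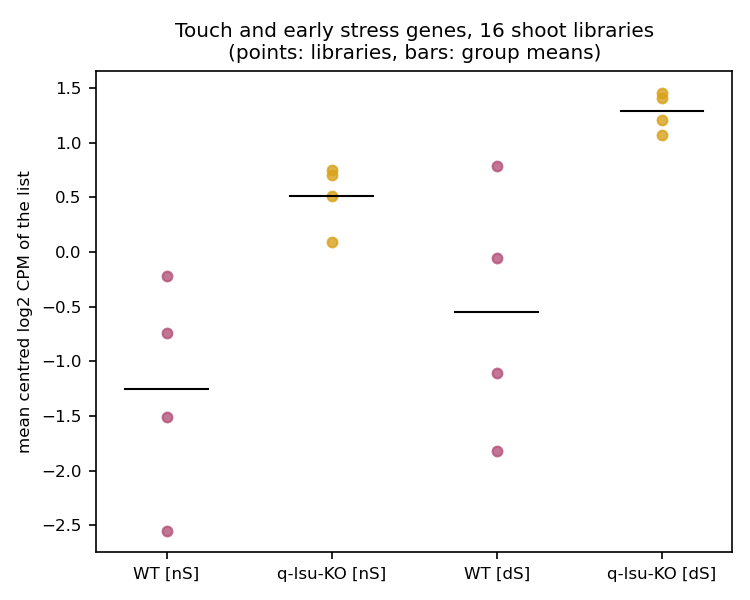
Mean log2 CPM of the touch and early stress genes, centred over the 16 shoot libraries, in each library (points) and as the mean of each group of 4 libraries (bars). The q-lsu-KO libraries sit at 0.10 to 0.75 under [nS] and at 1.08 to 1.46 under [dS], above the 4 WT libraries of the same condition.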

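In WT shoots, sulfur deficiency raised 6 of 14 genes of GSL breakdown and lowered 4 (median log2 fold change 0.21, fry adjusted p = 1.7e-09). The 3 genes of this list that rose in q-lsu-KO under [nS], BGLU28, NSP5 and NIT3, all rose in WT under [dS], and NIT4, the 1 that fell, also fell, by -0.96 ± 0.16 (adjusted p = 5.8e-06). The other 3 genes that rose in WT under [dS] did not pass the test in q-lsu-KO under [nS]; among them, the beta-glucosidase gene BGLU30 (AT3G60140) rose by 6.55 ± 0.39 in WT under [dS] (adjusted p = 4.2e-08) and had a log2 fold change of 0.69 ± 0.87 in q-lsu-KO under [nS] (adjusted p = 0.763). The adjusted p-values of single genes are from edgeR, and the 2 comparisons share the 4 WT [nS] libraries.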

Interestingly, the genes corresponding to the latter phenomena were similarly regulated during [dS] in the WT. Under [dS] conditions, genes associated with responses to hypoxia and the defense response but not genes involved in the GSL metabolic process were also upregulated. 

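Under [dS], early stress and defense genes rose in q-lsu-KO shoots against WT, and genes of GSL breakdown did not. Of 26 touch and early stress genes, 10 rose (17 when adjusted over the list alone, 13 by DESeq2; median 1.46, fry adjusted p = 0.00329, adjusted p = 0.0870 with an estimated correlation). WRKY40 (AT1G80840) rose by 2.29 ± 0.57 (adjusted p = 0.0341) and CML38 (AT1G76650) by 2.28 ± 0.51 (adjusted p = 0.0204). Of 21 genes of salicylate and pattern-triggered defense, 5 rose (6 when adjusted over the list alone; fry adjusted p = 0.00780, adjusted p = 0.108 with an estimated correlation), among them SARD1 (AT1G73805), a regulator of salicylate synthesis, by 1.11 ± 0.28 (adjusted p = 0.0341). Of 19 jasmonate genes, 4 rose (8 when adjusted over the list alone; fry adjusted p = 0.00165, adjusted p = 0.0582 with an estimated correlation).
Of 14 genes on the core hypoxia list, only RBOHD rose by edgeR, by 1.36 ± 0.21 (adjusted p = 0.00139), with 3 genes when adjusted over the list alone and 4 by DESeq2. The list had fry adjusted p = 0.00329, and adjusted p = 0.0870 with an estimated correlation. It shares no tested gene with the touch list, so CML38 and the other touch genes were not counted here. Of 14 genes of GSL breakdown, 0 rose by edgeR or DESeq2 (2 at an unadjusted p under 0.05, edgeR) and 2 fell (fry adjusted p = 0.0103, adjusted p = 0.219 with an estimated correlation), NIT4 by -0.90 ± 0.20 (adjusted p = 0.00293) and ESM1 (AT3G14210) by -0.62 ± 0.11 (adjusted p = 0.00181). Of 13 genes of indole GSL synthesis, 3 rose (6 rose and 1 fell when adjusted over the list alone; fry adjusted p = 0.00121), SOT16, IGMT1 and the transcription factor gene MYB51 (AT1G18570), which rose by 1.81 ± 0.28 (adjusted p = 6.6e-04).
Among terms of the reference annotation, 14 of 33 response to chitin genes (1.03 by chance, adjusted p = 1.1e-10, Fisher's exact test) and 22 of 149 defense response genes (4.64 by chance, adjusted p = 1.8e-07, Fisher's exact test) were among those that rose, and 0 of 7 of glucosinolate catabolic process. The touch and early stress score was 3.57-fold higher in q-lsu-KO than in WT under [dS] (exact permutation p = 0.0286, n = 4 and 4).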

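GSL synthesis was the group of genes that fell most broadly in q-lsu-KO shoots under [nS]. Of 25 genes of aliphatic GSL synthesis, 20 fell and none rose in edgeR's test (median log2 fold change -1.33, fry adjusted p = 9.2e-09). They span the pathway from chain elongation (MAM3 (AT5G23020), -0.73 ± 0.19, adjusted p = 0.0123) through the core (CYP83A1 (AT4G13770), -1.36 ± 0.09, adjusted p = 6.2e-16) to its regulators MYB28 and MYB29. Of 5 genes of the shared GSL core and of PAPS supply, 4 fell (median -0.73, fry adjusted p = 5.5e-06), among them the APS kinase gene APK2 (AT4G39940), by -1.35 ± 0.12 (adjusted p = 1.1e-09).
Of 13 genes of indole GSL synthesis, 5 fell and 1 rose (5 and 3 when adjusted over the list alone; fry adjusted p = 0.0283, adjusted p = 0.201 with an estimated correlation). MYB34 (AT5G60890) fell by 1.53 ± 0.30 (adjusted p = 0.00154) and MYB51 rose by 1.79 ± 0.37 (adjusted p = 0.00672), and both are transcription factors of indole GSL synthesis. Of 16 genes of sulfate reduction and cysteine synthesis, 2 rose and 1 fell (fry adjusted p = 0.265); ATPS2 fell by 1.43 ± 0.15 (adjusted p = 1.1e-09).
In the reference annotation, 5 of 9 genes of glucosinolate biosynthetic process (0.134 by chance, adjusted p = 3.4e-05, Fisher's exact test) and 3 of 7 of leucine biosynthetic process (0.104 by chance, adjusted p = 0.0226, Fisher's exact test), whose enzymes have relatives in GSL chain elongation, were among the 214 genes that fell.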

The genes downregulated under [nS] conditions were enriched in the biosynthesis of S compounds, particularly GSL. However, no GO category was enriched in root tissue under either condition because of the small number of regulated genes. 

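In roots under [nS], no listed touch, core hypoxia or aliphatic GSL gene passed the test between the genotypes: 0 of 25 touch and early stress genes, 0 of 29 core hypoxia genes and 0 of 20 genes of aliphatic GSL synthesis passed the fold threshold and edgeR's or DESeq2's test (2, 4 and 2 at an unadjusted p under 0.05, edgeR), with median log2 fold changes of -0.05, 0.08 and -0.05 and fry adjusted p = 0.749, 0.273 and 0.484. Under [dS], the sulfate transporters lay slightly lower in q-lsu-KO as a group (median -0.13, fry adjusted p = 0.0128), and 3 of 9 were lower at an unadjusted p under 0.05. SULTR1;1 had a log2 fold change of -0.58 ± 0.11 (adjusted p = 0.00116), just under a fold of 1.5; DESeq2 called 1 transporter lower.
No term of the reference annotation passed an adjusted p of 0.05 for the genes changed by genotype in roots. At an unadjusted p under 0.05, edgeR found 1207 of 15971 genes under [nS] and 1218 under [dS]. Counts of 15713 genes were simulated for this contrast, with 200 changed genes drawn from those with a mean log2 CPM of at least 3. A gene list and a run of neighbours were changed beside them. Of the 200, the test recovered 80% of those changed 2-fold and 94% of those changed 3-fold. It recovered only 52% of those with the smallest simulated change, below 2-fold. Recovery among genes with lower counts was not measured.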

The detailed list of GO categories is provided in Table S2.

Additionally, the changes observed in our transcriptomic data were compared with 75 genes selected as marker genes of S deficiency (Henriquez‐Valencia et al., 2018) (Figure 1c). Interestingly, the expression of many of these genes changed in the q‐lsu‐KO mutant already under [nS] conditions. 

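Of 14 S deficiency markers tested in shoots, 10 were higher and none was lower in q-lsu-KO than in WT under [nS] by edgeR's test (11 higher when adjusted over the list alone), with a median log2 fold change of 1.13 (fry adjusted p = 6.6e-08). The serine hydroxymethyltransferase gene SHM7 (AT1G36370) rose 4.41-fold (2.14 ± 0.21, adjusted p = 3.6e-05), SULTR1;2 rose 2.79-fold (1.48 ± 0.41, adjusted p = 0.0169) and SERAT3;2 (AT4G35640), a serine acetyltransferase gene, rose 2.28-fold (1.19 ± 0.22, adjusted p = 2.8e-04). Of 8 sulfate transporters, 2 rose, SULTR1;2 and SULTR4;2 (fry adjusted p = 0.0164, adjusted p = 0.218 with an estimated correlation). Of 11 genes of glutathione metabolism, 2 rose, GGCT2;1 and the phytochelatin synthase gene PCS1 (AT5G44070) (0.83 ± 0.12, adjusted p = 9.0e-06; fry adjusted p of the list = 9.8e-07).
The markers were listed before the count data were examined, but with the paper at hand. Of those that rose, APR3, BGLU28, GGCT2;1, NIT3, SDI1 and SULTR4;2 are also named in the paper. The list is thus not independent of what the paper reports for these libraries. The 75 genes of Figure 1c were not tested as a list, since their names stand only in the picture.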

A comparison of the expression of these selected 75 genes in the q‐lsu‐KO mutant to that in the WT plants revealed that 49 genes were altered in [nS] and 13 in [dS] conditions. 

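The difference between the genotypes in sulfur genes was larger under [nS] than under [dS]. In shoots under [dS], 0 of the 14 listed S deficiency markers passed edgeR's or DESeq2's test (3 at an unadjusted p under 0.05, edgeR; median log2 fold change -0.08, fry adjusted p = 0.489), and of 25 genes of aliphatic GSL synthesis 2 were lower (median -0.04, fry adjusted p = 0.328), CYP79F1, by -1.20 ± 0.36 (adjusted p = 0.0489), and MYB28 (AT5G61420), by -0.80 ± 0.13 (adjusted p = 3.1e-05).
The interaction of genotype and sulfur supply tests this difference. It passed for 7 of 14 markers (10 when adjusted over the list alone; fry adjusted p = 1.7e-06), which rose less under [dS] in q-lsu-KO. It passed for 12 of 25 aliphatic GSL genes (19 when adjusted over the list alone; fry adjusted p = 6.2e-06), which fell less. The largest terms outside these lists were those of the aspartate kinase gene AK3 (AT3G02020), 2.25 ± 0.40 (adjusted p = 7.4e-04), and of AT1G12030, -2.04 ± 0.26 (adjusted p = 3.0e-05), followed by APK2, 1.93 ± 0.18 (adjusted p = 7.1e-09). For the 26 touch and early stress genes it passed for 0 by edgeR or DESeq2 (0 at an unadjusted p under 0.05, edgeR; fry adjusted p = 0.998).
Over all genes tested, the interaction passed for 35 genes in 1 direction and 27 in the other in shoots, and for 3 (LSU4, GSTF2 and GSTF6) and 1 (PEN3, AT5G36150) in roots.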

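Among the genes of sulfate uptake and assimilation, the vacuolar sulfate exporter gene SULTR4;2 (AT3G12520) was higher in q-lsu-KO shoots under [nS] by a log2 fold change of 1.07 ± 0.16 (adjusted p = 8.2e-06) and the APS reductase gene APR3 (AT4G21990) was 1.65-fold higher (0.72 ± 0.14, adjusted p = 0.00609). The low-affinity transporter gene SULTR2;1 (AT5G10180) had a log2 fold change of 0.05 ± 0.11 in shoots (adjusted p = 0.888) and of -0.20 ± 0.12 in roots (adjusted p = 0.750). Among the genes of aliphatic GSL synthesis, the sulfotransferase gene SOT17 (AT1G18590) was 3.76-fold lower (-1.91 ± 0.18, adjusted p = 1.5e-10). The bile acid transporter-like gene BAT5 (AT4G12030), whose product carries keto acids of this pathway across the plastid membrane, was 3.72-fold lower (-1.90 ± 0.23, adjusted p = 7.0e-07). CYP79F2 (AT1G16400), whose counts are uncertain because of its neighbour CYP79F1, was 2.96-fold lower (-1.57 ± 0.30, adjusted p = 4.5e-04). All values are from edgeR with n = 4 libraries per group.
Under [dS], none of these genes differed between the genotypes in shoots by both thresholds, with log2 fold changes of -0.07 (SULTR4;2), -0.19 (APR3), 0.08 (SULTR2;1), 0.10 (SOT17), 0.10 (BAT5) and -0.10 (CYP79F2). The interaction with sulfur supply passed the test for SULTR4;2 (adjusted p = 2.7e-04), SOT17 (adjusted p = 1.2e-05) and BAT5 (adjusted p = 0.00612) and not for APR3 (adjusted p = 0.0805), SULTR2;1 (adjusted p = 0.999) or CYP79F2 (adjusted p = 0.302).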

The genes with an upregulated expression in the q‐lsu‐KO mutant included genes related to the uptake and assimilation of sulfate, such as the sulfate transporters SULTR2;1, SULTR4;2, and APR3, whereas the genes with a downregulated expression were related to the synthesis of aliphatic GSL, for example, SOT17, BAT5, and CYP79F2. Hence, the gene expression pattern observed in the mutant under [nS] conditions mirrored that of WT plants experiencing S starvation. Therefore, we compared the effects of S starvation on gene expression in WT to the effects of *LSU* gene deletions (Figure 1d). 

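Sulfur genes moved the same way in q-lsu-KO shoots under [nS] as in WT shoots under [dS]. Of the 12 listed S deficiency markers that rose in WT under [dS], 10 also rose in q-lsu-KO under [nS], and of the 22 aliphatic GSL genes that fell in WT, 20 also fell in the mutant. In WT under [dS], SULTR1;2 rose 7.29-fold and AOP2 had a log2 fold change of -3.42 ± 0.25 (adjusted p = 1.1e-14, edgeR, n = 4 and 4).
Across the 14593 genes tested, the log2 fold changes of the 2 comparisons had r = 0.268 and a covariance of 0.0679. Genes are not independent replicates, and both comparisons use the 4 WT [nS] libraries, which by themselves gave r = 0.506 and a covariance of 0.0345 in simulated unchanged groups. The observed r is thus below that of unchanged groups and is no measure of similarity. The covariance is 0.0334 above. With these libraries split between the comparisons, r was 0.149 on average and ran from -0.018 to 0.305 over the 6 assignments.

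**Figure D3:**
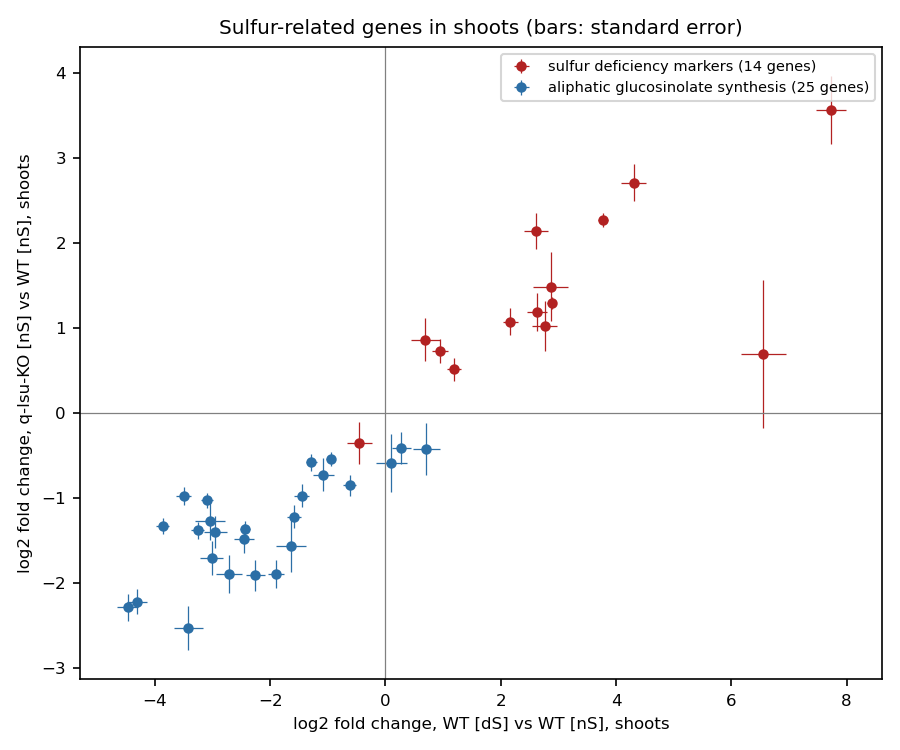
Log2 fold changes of 14 S deficiency markers and 25 aliphatic GSL genes in shoots, in WT [dS] against WT [nS] (x axis) and in q-lsu-KO [nS] against WT [nS] (y axis); bars are standard errors and both axes share the 4 WT [nS] libraries. On the y axis 10 of the 14 markers passed the test as higher and 20 of the 25 aliphatic GSL genes as lower.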

The Venn diagrams shown herein clearly illustrate the significant overlap of genes altered in the q‐lsu‐KO mutant in [nS] conditions with gene expression changes in the WT in [dS] conditions. 

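In shoots, 133 genes rose both in q-lsu-KO under [nS] and in WT under [dS], and 88 genes fell in both. They make up 27.1% of the 490 genes that rose and 41.1% of the 214 genes that fell in the mutant. Among the 88 are 5 genes of indole GSL synthesis (CYP79B2, CYP83B1, GSTF9, MYB34 and SOT16) and the iron uptake regulator genes BHLH38 and BHLH39, and among the 133 the jasmonate genes AOC2, JAZ5 and LOX4.
Independent lists of these sizes would share 30.3 and 11.2 genes (one-sided Fisher's exact test, p = 3.5e-51 and 1.6e-56). Changes in opposite directions were shared by 8 and 19 genes, against 13.2 and 25.7 for independent lists. Both comparisons use the 4 WT [nS] libraries. Simulated unchanged groups against these libraries had 0.25 and 0.2 called genes on average, too few to share any, so they give no measure of what the shared libraries add. With the libraries split between the comparisons, 69.2 genes rose and 62.3 fell in both on average over 6 assignments, against 15.7 and 7.25 for independent lists. Opposite directions then shared 9.33 and 19.5 genes on average, against 7.76 and 14.7, and 26 and 52 in the assignment with the most, against 13.1 and 26.2.
With the touch score as a covariate, a test chosen after the data were seen, 52 genes rose and 61 fell in both, against 6.86 and 5.07 for independent lists. Over the 16 shoot libraries, the score of the shared genes that rose had r = 0.718 with the touch score within groups (rho = 0.444, within-group permutation p = 0.0265 and 0.160), which did not pass after adjustment over 25 relations (adjusted p = 0.110). Taken by genotype, r was 0.904 in WT and -0.642 in q-lsu-KO. These values were not tested against each other, and the touch score varied less in q-lsu-KO. A relation common to both genotypes is thus not shown.
In roots, 2 genes rose in both (LSU1 and LSU3) and 1 fell in both (GSTF6), of the 18 and 8 genes changed in the mutant (Fisher's exact test, p = 0.124 and 0.243).
In the overlap, the paper finds mainly genes of S metabolism. It concludes that S depletion and the lsu mutations change the transcriptome in similar ways, while it allows for probable secondary effects of both. It relates this similarity to the function of LSU proteins in S metabolism.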

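Among the 133 genes that rose and the 88 that fell in both comparisons in shoots, listed sulfur genes were more frequent than among the other genes that changed the same way in WT under [dS]. They were still a minority in both directions, and sulfur genes outside the lists were not counted. LSU1, LSU3 and LSU4 tags are among the 133, but their genes are the targets of the deletion, so the LSU family is left out here. The other 8 lists of sulfur-related genes account for 10 of the remaining 130 genes that rose (7.69%) and for 9 of the 768 that rose in WT under [dS] alone (1.17%; one-sided Fisher's exact test within the genes that rose in WT, chosen after the data were seen, p = 8.5e-05). They account for 30 of the 88 genes that fell (34.1%) and for 10 of the 676 that fell in WT alone (1.48%, Fisher's exact test, p = 1.7e-22).
By pathway, GSL synthesis gave 20 aliphatic, 5 indole and 3 shared core genes (APK2, SUR1 and UGT74B1), all of which fell. GSL breakdown gave BGLU28, NIT3 and NSP5, which rose, and NIT4, which fell. Sulfate transport gave SULTR1;2 and SULTR4;2, which rose. Sulfate reduction and cysteine synthesis gave APR3 and SERAT3;2, which rose, and ATPS2, which fell. Glutathione metabolism gave GGCT2;1, which rose. The S deficiency markers SDI1 and SHM7, which are in none of these pathway lists, rose as well.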

Namely, in the overlapping sections there are mainly genes connected with S‐metabolism pathways, like sulfate transport and reduction, glutathione metabolism, and glucosinolate synthesis and degradation. This confirms that despite probable secondary effects caused by both S depletion and *lsu* mutations, the transcriptomic differences between these conditions are similar underlying the LSU function in S metabolism.

### Global overview of the metabolomic profile

Next, we determined the metabolic changes in the q‐lsu‐KO mutant via global metabolic profiling using LC–MS of the shoots and roots of the q‐lsu‐KO mutant and WT plants grown constantly for 14 days under [nS] and [dS] conditions. In this case, we decided to use more severe S‐starvation conditions (“constitutive S starvation”) than for transcriptomic analyses to induce stronger changes in metabolite levels (Nikiforova et al., 2003, 2005). A total of 8300 metabolic features were detected, and after the exclusion of low‐variance (40%) and low‐abundance (20%) features, analyzed for the leaves and roots separately. The processed data with FDR and log2 fold‐change values are available in Table S3. PCA revealed that sample grouping was dependent on S status and genotype, although for the latter, sample grouping only occurred in the roots under [nS] conditions (Figure 2a). This result is different from that of the PCA of the transcriptomics data (Figure 1a). This finding suggests that metabolome changes are driven primarily by S availability, with a minimal effect of the deletion of *LSU* genes. Significant changes in the levels of metabolites in WT and q‐lsu‐KO mutant plants and both parts of the plants were detected between conditions, as shown by volcano plots (Figure S2a,b). Among all the detected metabolite features, some were assigned to specific compounds, including 10 aliphatic GSL. However, their levels did not differ significantly between the q‐lsu‐KO mutant and WT, despite the observed downregulation of the expression of the genes involved in GSL synthesis in q‐lsu‐KO mutant (Figure 1b,c) Under [nS] conditions, the q‐lsu‐KO mutant presented a significant (FDR <0.05, log2 FC >1.5) reduction in the levels of only 39 metabolites in the roots, whereas 2 metabolites presented increased levels (Figure 2b). However, the identities of these metabolites are yet unknown. Notably, the effects of *LSU* gene deletions manifested at the transcriptome level mainly in the leaves but at the metabolome level in the roots. Under [dS] conditions, no metabolites exhibited significant changes in the shoots or roots of the q‐lsu‐KO mutant compared with those of the WT (Figure 2a,b).

**Figure 2:**
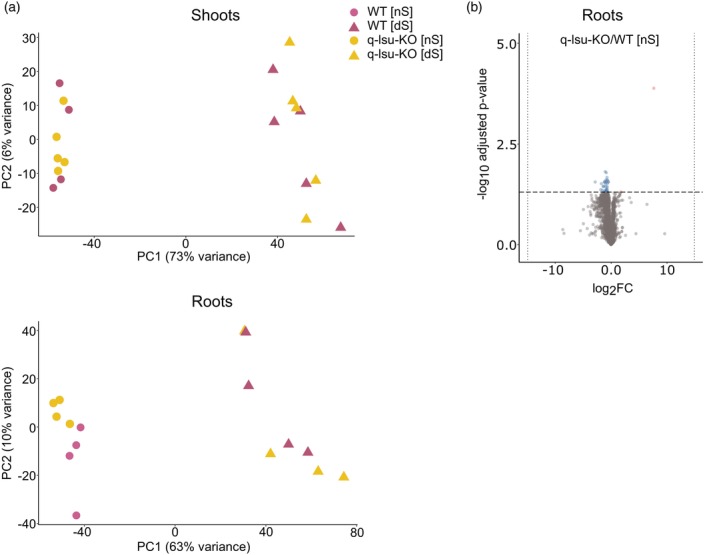
Comparative analysis of metabolome profiles of WT and q‐lsu‐KO mutant shoots and roots under normal conditions [nS] and 5‐day S deficiency [dS] conditions. (a) PCA plot of metabolome profiles of WT and q‐lsu‐KO mutant shoots and roots; each dot represents one biological replicate. (b) Volcano plot showing the comparison of metabolite levels in the roots of the q‐lsu‐KO mutant versus WT under [nS] conditions. The fold change (log2) is plotted on the x‐axis, and the adjusted *P* value (negative log10) is plotted on the y‐axis. The light gray dots represent all the metabolites, while the color dots represent significantly changed metabolites (fold change ≥1.5 and *P* ≤ 0.05): red indicates increased levels, whereas blue indicates decreased levels.

### LSU gene deletions affect the accumulation of S‐containing metabolites

There were no significant effects of *LSU* gene deletions on the metabolome at the global level; therefore, we investigated the response of S‐related compounds in a more direct approach. S‐related metabolites were quantified in the q‐lsu‐KO mutant and the WT plants after 14 days of growth under either [nS] or [dS] conditions (Figure 3). Under [nS] conditions, the q‐lsu‐KO mutant presented a 30% increase in sulfate accumulation in shoots and a 50% increase in roots compared with those of the WT. Despite the increased sulfate levels, the average levels of organic S compounds, including cysteine, GSH, the GSH precursor gamma‐glutamylcysteine (γ‐EC), and the catabolic by‐product of GSH cysteinylglycine, were reduced (although not significantly different for the latter two) in the roots of the q‐lsu‐KO mutant under the same conditions (Figure 3). The deletion of *LSU* genes did not affect the OAS level, implying that the reduced levels of cysteine and GSH were not due to OAS deficiency. Under [dS] conditions, significant differences in metabolite levels between the genotypes were not observed.

**Figure 3:**
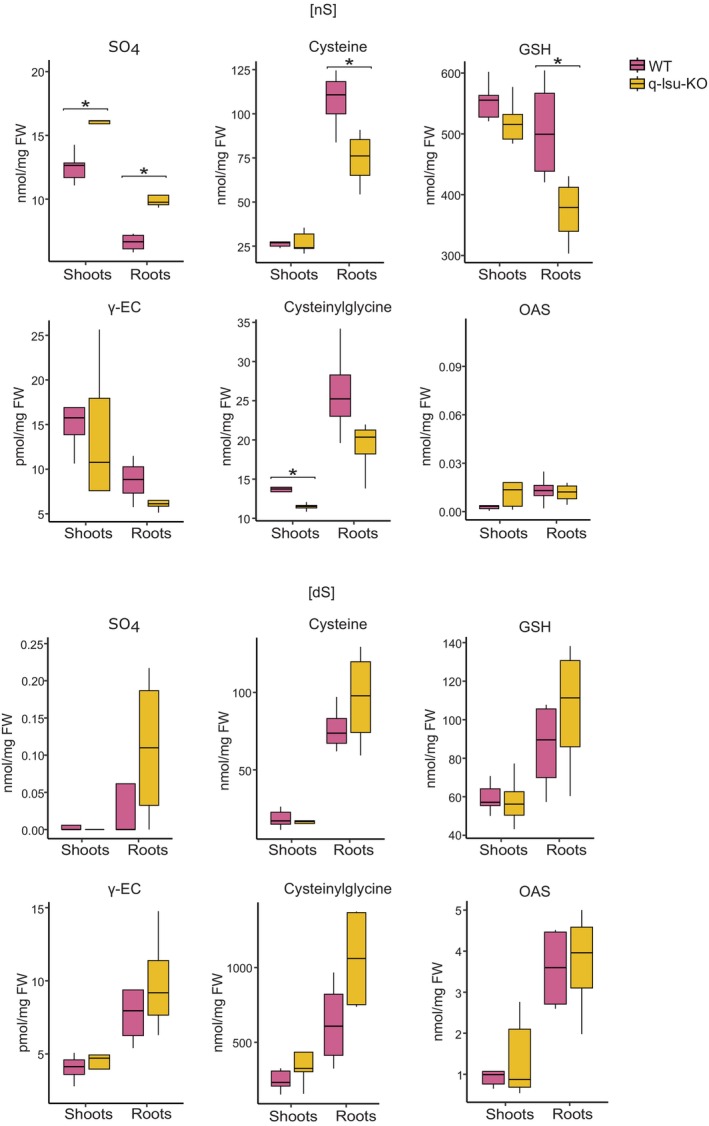
Levels of metabolites in the shoots and roots of WT and q‐lsu‐KO mutant plants grown for 14 days under either S‐sufficient [nS] or S‐deficient [dS] conditions. The data are presented as box plots (25–75%) of four biological replicates, with the inside lines indicating the medians and whiskers indicating 1.5 interquartile range (IQR). Statistical differences between the WT and q‐lsu‐KO mutant plants were analyzed via Student's *t* test (*P* values ≤0.5 were considered significant) and are marked by asterisks. GSH, glutathione; OAS, O‐acetylserine; SO_4_, sulfate; γ‐EC, gamma‐glutamylcysteine.

### Uptake and assimilation of sulfate are increased in the q‐lsu‐KO mutant

The increased sulfate levels in the roots and shoots of the q‐lsu‐KO mutant under [nS] conditions indicate the increased capacity of its uptake; therefore, sulfate uptake and assimilation rates were assessed in the q‐lsu‐KO mutant and WT plants cultivated either under conditions of normal sulfate or limiting sulfate for 14 days and subsequently fed [^35^S] sulfate for 4 h. The incorporation of ^35^S into key S‐containing compounds, such as cysteine, GSH, and protein, along with overall sulfate uptake and its translocation from the roots to the shoots, was examined. During S deficiency, Arabidopsis plants typically exhibit an increase in the sulfate uptake capacity of their roots and increased sulfate translocation to their shoots *via* sulfate transporters. In the q‐lsu‐KO mutant, there was a significant increase in sulfate uptake, with levels rising by more than 80% under [nS] conditions and nearly 30% under [dS] conditions compared with those in the WT (Figure 4). Increased sulfate uptake directly resulted in its translocation to the leaves, resulting in increases observed under [nS] and [dS] conditions, but these increases were statistically significant only under the [dS] condition. Consequently, the levels of radioactive sulfate were greater in the shoots and roots of the q‐lsu‐KO mutant than in those of the control plants. Despite the substantial increase in sulfate uptake in the q‐lsu‐KO mutant, the incorporation of ^35^S into cysteine, GSH, and protein was not significantly elevated and even decreased (Figure 4). Only slightly increased flux into proteins was observed in the shoots, whereas GSH was observed in the roots of the q‐lsu‐KO mutant grown under [nS] conditions. In contrast, a decreased flux of ^35^S into the protein in shoots and cysteine in roots was observed in plants grown in [dS] conditions.

**Figure 4:**
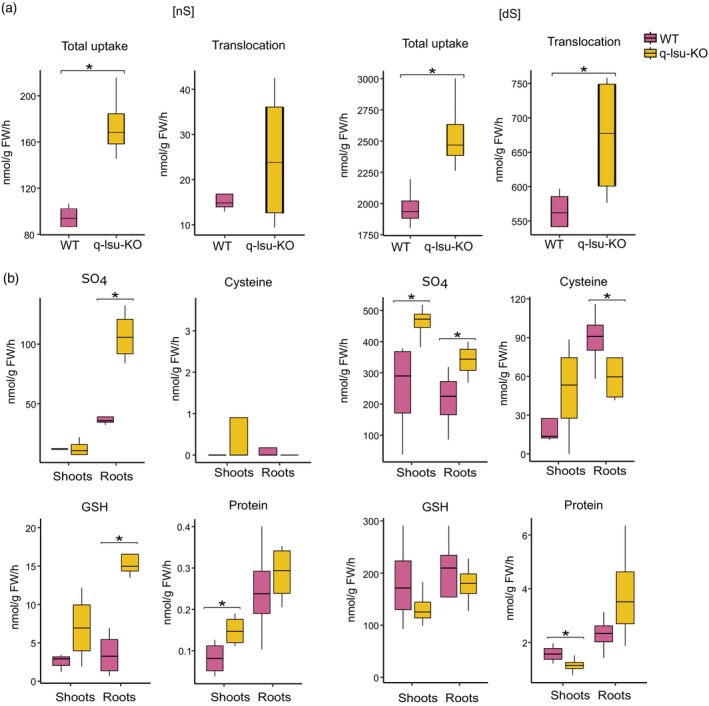
[^35^S] sulfate uptake and partitioning in WT and q‐lsu‐KO mutant plants. The plants were grown for 14 days on either 0.75 mM MgSO_4_ under [nS] conditions or 0.015 mM MgSO_4_ under [dS] conditions and subsequently fed [^35^S] sulfate. The data are presented as box plots (25–75%) of four biological replicates, with the line inside marking the median and whiskers indicating 1.5 interquartile range (IQR). Statistical differences between the WT and q‐lsu‐KO mutant plants were analyzed via Student's *t* test (*P* values ≤0.5 were considered significant) and are marked by asterisks. (a) Sulfate uptake and the root‐to‐shoot translocation level of sulfate with ^35^S. (b) The level of metabolites labeled with ^35^S.

### LSU proteins interact with enzymes of the assimilatory sulfate reduction pathway

The transcriptomics data together with the S‐related metabolite data (sulfate accumulation in contrast to a lower level of cysteine) for the q‐lsu‐KO mutant grown in [nS] conditions suggested a lower efficiency of sulfate reduction to sulfide. Previous biomolecular fluorescence complementation (BiFC) experiments have shown that ATPS1 can interact with all four LSU proteins in *Nicotiana benthamiana* leaves (Niemiro et al., 2020), suggesting the possibility of an additional level of regulation of sulfate reduction. Indeed, LSU1 colocalizes with chloroplasts, where it interacts with the superoxide dismutase FSD2 (Garcia‐Molina et al., 2017) and where all the enzymes of the sulfate reduction pathway act (Schwenn & Depka, 1977). To determine whether the LSU proteins can interact with other enzymes of the pathway, we used a Y2H screen. The interactions were tested in two different sets: in the first set, the GAL4 BD domain was fused to eight enzyme isoforms (four ATPS, three APR, and SiR), while the LSU proteins were fused with the GAL4 AD domain, and in the second set, the GAL4 domains were switched between protein pairs (Figure 5). The results of the screen revealed that all the enzymes, except ATPS2 and ATPS4, bind to all four LSU proteins. The strongest interactions were observed between LSU proteins and ATPS1 and SiR. To verify the interactions via other methods, we performed *in planta* BiFC assays with LSU1 and ATPS1, APR1, and SiR (Figure 6). The BiFC assay confirmed the interaction between selected proteins. In some cases, we observed the fluorescence of the interacting proteins in close proximity or inside chloroplasts. However, most of the interactions were localized to the cytosol. The negative controls, that is, the C‐terminal or N‐terminal sections of YFP coexpressed with appropriate protein fusions, are shown in Figure S3.

**Figure 5:**
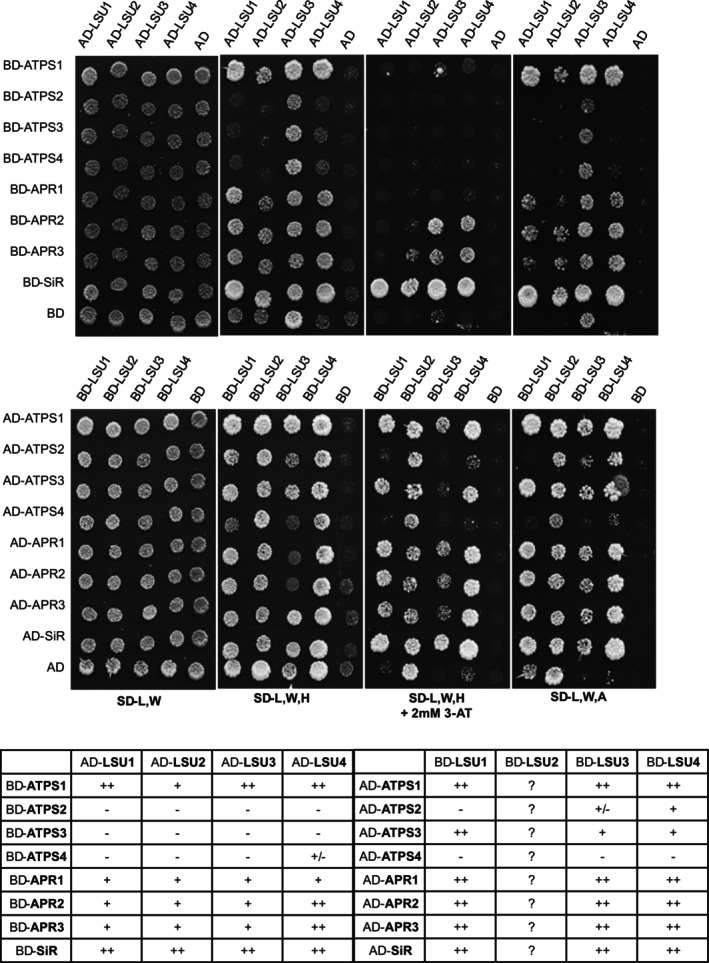
Interactions between LSUs and the enzymes of the sulfate reduction pathway in Y2H experiments. A summary of interactions is shown below the images, illustrating the growth of yeast cultures on different selection media. The plates were incubated for 3 days at 30°C. “++,” “+,” or “+/−” reflects the strength of the interaction; “++” refers to growth on all the selective plates, whereas “+/−” means that growth was observed only under very weak selection pressure. The autoactivation results for BD‐LSU2 and LSU3 are marked by question marks (?).

**Figure 6:**
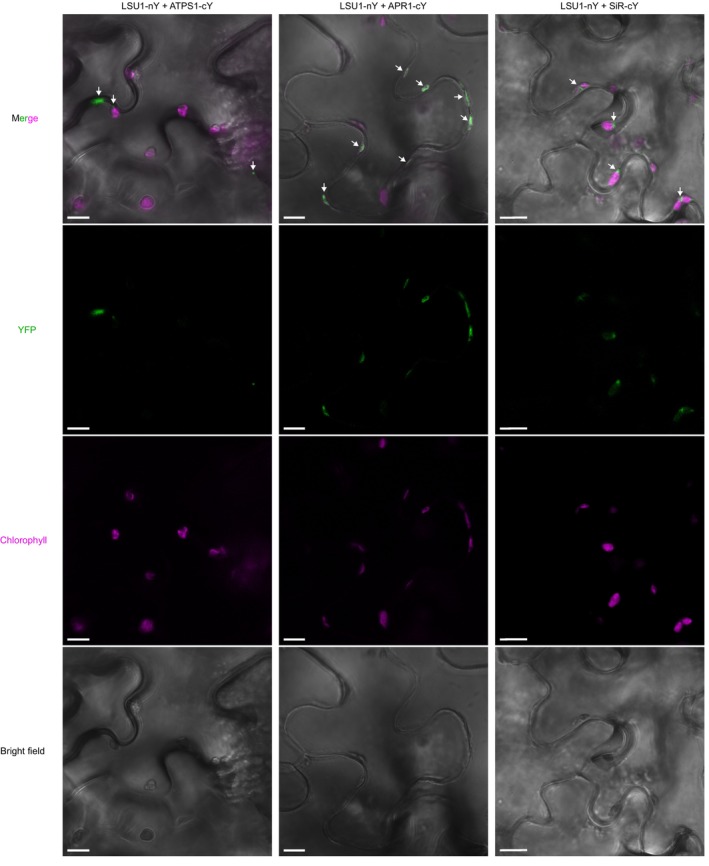
A representative biomolecular fluorescence complementation (BiFC; green spots, marked by arrows) image of LSU1 with APS1, APR1, and SiR. cY and nY represent the C‐terminal and N‐terminal sections of YFP, respectively, fused to the indicated protein. Scale bar: 10 μm.

### LSU1 increases the activity of SiR

Considering that the absence of LSU proteins results in the accumulation of sulfate and reduced cysteine production under [nS] conditions, we wondered whether LSU proteins might play a direct role in stimulating the activities of enzymes in the sulfate reduction pathway. Thus, we examined the interaction between SiR and LSU1. SiR has a single isoform and shows the strongest interaction with LSU proteins based on Y2H results (Figure 5). The *sir1‐1* mutant showed characteristics similar to those of the q‐lsu‐KO mutant concerning the expression of S metabolism genes, as well as increased sulfate levels in roots and shoots and reduced cysteine levels in roots (Dong et al., 2017). For the measurement of SiR activity, we decided to use an *in vitro* assay with recombinant His‐tagged SiR and LSU1 produced and purified from *Escherichia coli* (Figure S4). The effect of LSU1 on SiR activity was examined via the use of the noninteracting ZIP protein to assess specificity. The ZIP protein is a DNA‐binding domain of ABF3 that is similar in size to LSU1 but is not a partner of SiR (Figure S5). The functionality of His‐tagged SiR was confirmed by plotting SiR activity against the enzyme concentration, which yielded a typical saturation curve (Figure S6). Nonsaturating enzyme concentrations were then incubated with increasing amounts of His–LSU1, and SiR activity was determined (Figure 7). Recombinant LSU1 specifically induced SiR enzyme activity, whereas the addition of noninteracting ZIP did not affect SiR activity (Figure 7). The addition of LSU1 to the reaction gradually increased SiR activity during the incubation time (Figure S7). Therefore, mechanistically, LSU1 can increase sulfide production by directly interacting with and activating SiR.

**Figure 7:**
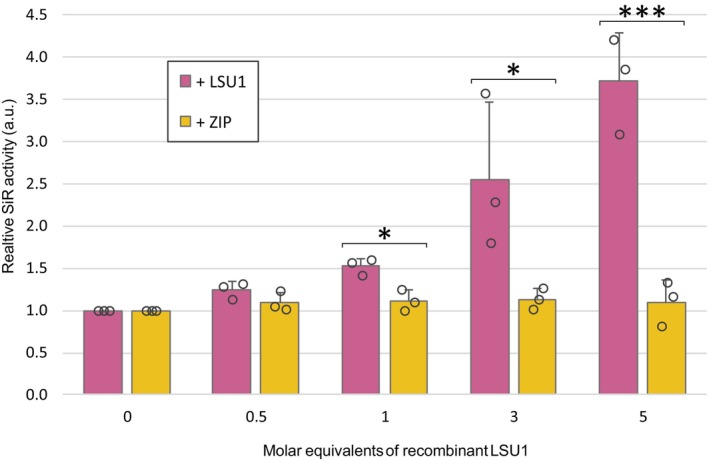
Relative *in vitro* activity of recombinant His–SiR in the presence of increasing concentrations of His–LSU1. The error bars correspond to the SDs of three independent experiments, and significant differences from the controls were assessed via Student's *t* test (*P ≤ 0.05; ***P ≤ 0.001). The auxiliary unit (a.u.) is the number of nmoles of cysteine produced during 60 min of the assay.

### LSU1 binds to the iron–sulfur cluster‐binding region of SiR

To determine which region of SiR is involved in the interaction with relatively small proteins such as LSU proteins, we generated different SiR protein truncations and performed additional Y2H assays. While LSU1 did not interact with the N‐terminal region of SiR (1–322), it strongly bound the C‐terminal domain (467–642) (Figure 8). We further narrowed the interaction region down to the region of amino acids (aa) 467–565 of SiR, which contains four cysteine residues crucial for binding the iron–sulfur cluster [4Fe–4S] (Figure 8). One of the cysteines also serves as an axial ligand to the siroheme (Nakayama et al., 2000). SiR uses a [4Fe–4S] cluster alongside a siroheme to catalyze the six‐electron reduction reaction of sulfite to sulfide. The physiological donor of the six electrons in plants is ferrodoxin (Nakayama et al., 2000). Indeed, the SiR protein with the deletion of the region binding the [4Fe–4S] cluster was not recognized by LSU1.

**Figure 8:**
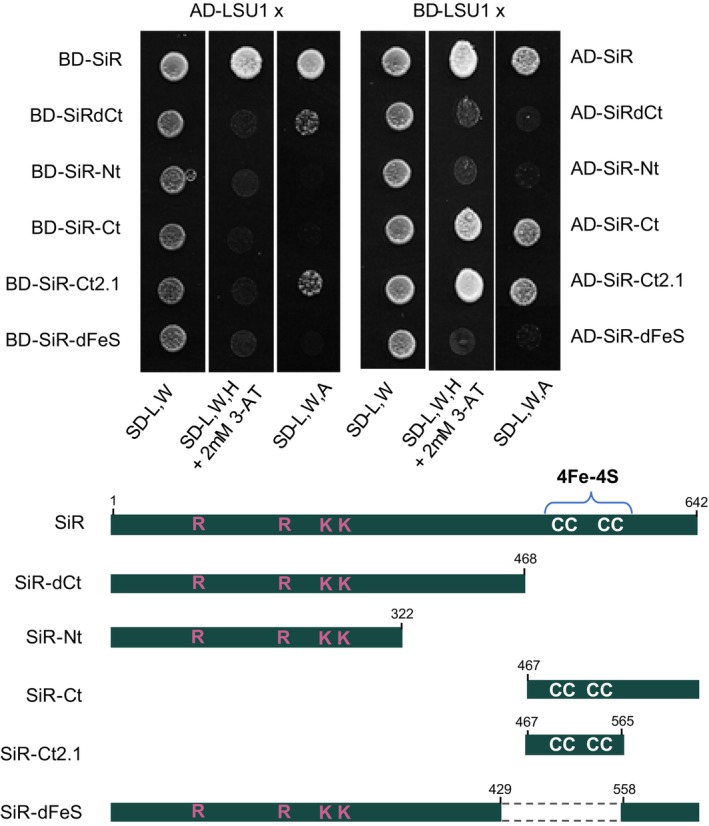
Interactions between LSU1 and different SiR truncations in Y2H experiments. The growth of yeast cultures on different selection media is shown. Illustrated below are the different truncations of SiR used in the experiment. Basic amino acids crucial for binding sulfite are marked in red, while cysteines of the iron–sulfur cluster (4Fe–4S) are marked in white.

## DISCUSSION

*LSU* genes have been identified via transcriptomic studies as being induced during S deficiency in Arabidopsis, but their molecular function in response to starvation has remained unclear. In this work, we report the supportive role of LSU proteins in the sulfate reduction pathway. RNA‐seq data revealed an impact of LSU proteins on the plant transcriptome under S starvation and normal S availability conditions. Notably, the DEG profile of the q‐lsu‐KO mutant under normal conditions partially mirrored the response observed in WT plants under S deficiency conditions. GO analysis highlighted alterations in genes associated with the metabolism of S‐containing compounds under sufficient S conditions. Intriguingly, the q‐lsu‐KO mutant presented increased expression of genes related to the plant defense response. This GO term is intricately linked to S metabolism, involving GSH and GSL as the primary line of defense against various biotic and abiotic stressors (Aarabi et al., 2016; Burow & Halkier, 2017; Li et al., 2020). Additionally, transcriptome analysis of the q‐lsu‐KO mutant revealed the upregulation of genes involved in the response to hypoxia. A similar phenomenon was observed in transcriptomic analyses of the slim1 mutant (Dietzen et al., 2020). SLIM1 is a crucial transcription factor of the Arabidopsis response to S deficiency and a direct positive regulator of *LSU* gene expression (Maruyama‐Nakashita et al., 2006; Wawrzynska et al., 2010). Similar to that of the *slim1* mutant, transcriptomic analysis of the q‐lsu‐KO mutant under [nS] conditions revealed altered expression of genes that are markers of S deficiency, for example, *SULTR1;1*, *SULTR2;1, APR3*, and *GGCT2;1*, and genes involved in GSL synthesis and degradation, particularly aliphatic GSL known for their sensitivity to S deprivation (Maruyama‐Nakashita, 2017), such as *SDI1*, *BGLU28*, *MAM1*, *BCAT4*, and *CYP79F1*. 

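Of the markers named, GGCT2;1 was 4.82-fold higher in q-lsu-KO shoots under [nS] (2.27 ± 0.08, adjusted p = 1.2e-24), SDI1 was 6.53-fold higher (2.71 ± 0.21, adjusted p = 4.9e-06) and BGLU28 was 11.8-fold higher (3.56 ± 0.40, adjusted p = 3.7e-05). Of the genes of GSL synthesis, MAM1 (AT5G23010) was 2.51-fold lower (-1.33 ± 0.10, adjusted p = 2.9e-14), BCAT4 (AT3G19710) was 4.67-fold lower (-2.22 ± 0.15, adjusted p = 2.3e-14) and CYP79F1 was 4.88-fold lower (-2.29 ± 0.16, adjusted p = 1.8e-09). All are from edgeR with n = 4 libraries per group.
SULTR1;1 had too few counts to be tested in shoots, and in roots under [nS] its log2 fold change was 0.14 ± 0.29 (adjusted p = 0.962). In roots under [nS], none of the other genes differed between the genotypes by both thresholds: SDI1 had a log2 fold change of 0.47 ± 0.13 (adjusted p = 0.154), GGCT2;1 of 0.39 ± 0.18 (adjusted p = 0.631) and BGLU28 of 1.81 ± 1.00 (adjusted p = 0.748).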

One can speculate about the hierarchy of signaling events and whether LSU proteins are upstream or downstream of SLIM1. As the lack of LSU proteins causes similar changes in gene expression driven by SLIM1 in response to [dS] conditions, we could assume that LSU proteins may have some regulatory functions in these transcription events. However, in the promoters of three LSU genes, there are direct binding sites for SLIM1, enabling their strong induction during S deficiency (Maruyama‐Nakashita et al., 2006, Wawrzynska et al., 2010). In contrast to q‐lsu‐KO mutant, in [nS] conditions the *slim1* mutant accumulates nearly nine times more OAS than WT plants, but significantly less sulfate (Wawrzynska et al., 2022). However, under [dS] conditions, the *slim1* mutant accumulated 70 times more sulfate in its shoots compared to the WT plants, a feature not observed in q‐lsu‐KO mutant. SLIM1 is a transcription factor that regulates the expression of numerous genes, not only *LSU*, which explains the distinct metabolic characteristics observed between these mutants. Moreover, a compelling observation was the significant overlap between DEGs in the q‐lsu‐KO mutant compared with the WT plants under [nS] conditions and DEGs in the WT plants grown under [dS] conditions compared with the WT plants under [nS] conditions (Figure 4d). Although the overlapping genes include less obvious examples, such as those encoding proteins involved in leucine biosynthesis, phosphate transport, and response to jasmonic and salicylic acids, the majority of these genes are related to S metabolism. This specific response suggests that the q‐lsu‐KO mutant senses sulfate limitation despite its adequate supply. Our findings are in agreement with previously reported observations, where we showed that the q‐lsu‐KO mutant presented reduced shoot growth and enhanced root elongation under [nS] conditions, which are common symptoms of S deficiency (Kutz et al., 2002). 

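The nitrilase gene NIT3 (AT3G44320) was higher in q-lsu-KO than in WT shoots under [nS], 2.02-fold (1.02 ± 0.30, adjusted p = 0.0277, edgeR, n = 4 and 4). Under [dS] its log2 fold change between the genotypes was -0.11 ± 0.15 in shoots (adjusted p = 0.788). In roots it was -0.23 ± 0.11 under [nS] (adjusted p = 0.631) and 0.06 ± 0.08 under [dS] (adjusted p = 0.931). Tested directly, the genotype effect under [nS] was higher in shoots than in roots by 1.27 ± 0.30 on the log2 scale (adjusted p = 0.00803, edgeR). Sulfur deficiency itself raised NIT3 in both tissues of WT, by 2.77 ± 0.22 in shoots (adjusted p = 1.9e-13) and 0.90 ± 0.09 in roots (adjusted p = 6.2e-13). NIT3 lies beside the related genes NIT1 and NIT2, so its counts are uncertain where their 3′ ends could not be told apart.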

The observed root elongation might be attributed to the increased expression of the *NIT3* gene observed in the q‐lsu‐KO mutant (interestingly, a significant difference was detected only in the shoots) (Table S1). *NIT3* encodes one of four Arabidopsis nitrilases responsible for the metabolism of nitriles originating from GSL breakdown (Vorwerk et al., 2001). NIT3 converts indole‐3‐acetonitrile to the plant growth hormone indole‐3‐acetic acid (Bartling et al., 1994). S deprivation not only triggers *NIT3* expression specifically but also accelerates the breakdown of glucobrassicin, a GSL in roots, which is a precursor of indole‐3‐acetonitrile. This, in turn, elevates the auxin level, promoting root elongation and branching, thus increasing the chances of plants accessing fresh supplies of this essential element (Kutz et al., 2002).

PCA of the metabolomics data revealed that changes in the metabolome are mostly due to the availability of S, whereas deleting the LSU genes does not seem to have much impact. Hence, the clearly visible transcriptome effects of the lack of LSU proteins are probably counteracted by other regulatory mechanisms to keep the metabolome in its appropriate state. With respect to the transcriptomics data, analysis of S‐related metabolite levels also revealed that the q‐lsu‐KO mutant exhibited a response characteristic of S deficiency even in an [nS] environment. Under [dS] conditions, in WT plants, we observed a decrease in the levels of sulfate, cysteine, and GSH, whereas the level of cysteinylglycine, a glutathione breakdown product, increased. However, the q‐lsu‐KO mutant under [nS] conditions presented higher sulfate levels, likely due to increased expression of *SULTR* genes, but presented lower levels of cysteine and GSH than did the WT. This result is consistent with measurements of the uptake, translocation, and assimilation of S using radiolabeled ^35^S. There was increased sulfate uptake in the q‐lsu‐KO mutant, resulting in elevated sulfate levels. Despite the significant increase in sulfate uptake, the incorporation of ^35^S into protein and GSH was only slightly greater than that in the WT plants grown under [nS] conditions. The incorporation of ^35^S under [dS] conditions did not significantly increase in the q‐lsu‐KO mutant and even decreased in cysteine and proteins. These results again suggest that *LSU* deletion impairs sulfate assimilation and reduction. Notably, OAS concentration that grows rapidly in [dS] conditions is unchanged in q‐lsu‐KO mutant compared to WT in [nS] conditions (Figure 3). OAS has been for a long time controversially discussed as a mediator of plant S status (Apodiakou & Hoefgen, 2023; Hirai et al., 2003; Hopkins et al., 2005). OAS treatment leads to enhanced sulfate uptake and reduction rate, driven by elevated transcript levels of the associated genes (Hirai et al., 2003; Neuenschwander et al., 1991). Since these traits are also triggered by S deficiency and OAS accumulates in S‐deficient plants, OAS was initially thought to be involved in S deficit signaling. However, other studies have shown that the increase in transcript levels precedes the increase in OAS level, raising questions about its role in sulfur signaling (Hopkins et al., 2005). In this study, we demonstrate that the transcripts associated with S deficiency are affected by the absence of LSU proteins, even though the OAS level remains unchanged. Interestingly, *LSU1* and *LSU3* belong to the ‘OAS cluster’, a group of genes that are induced in response to OAS accumulation (Apodiakou & Hoefgen, 2023; Hubberten et al., 2012). A schematic summary of the S‐related gene and metabolite changes described in this work is shown in Figure S8.

The interaction between all LSU proteins and a majority of the sulfate reduction pathway enzymes suggests that LSU proteins play a role in adjusting sulfate flux to sulfide depending on the demand and sulfate supply. All enzymes of the sulfate reduction pathway act in chloroplasts (Schwenn & Depka, 1977). Although the localization of LSU1 in chloroplasts has been proven (Garcia‐Molina et al., 2017), the mechanism by which LSU1 is imported into chloroplasts is yet unknown. The BiFC assay confirming the interaction between LSU1 and selected enzymes revealed localization near or inside chloroplasts in some instances, although most of the fluorescence was observed within the cytosol. The interaction between LSU1 and the chloroplastic enzyme FSD2 showed similar localization in the BiFC assay (Garcia‐Molina et al., 2017). However, in Arabidopsis, GFP‐LSU1 only partially co‐localized with chloroplasts, and this co‐localization occurred exclusively when the plants were grown under [dS] conditions (Garcia‐Molina et al., 2017). One can hypothesize that LSU proteins interact with chloroplastic proteins while still in the cytosol and then enter the chloroplasts as a complex. The unique feature of chloroplasts is their ability to transport folded proteins across a double membrane, made possible by the unusually large size of the protein translocon pore (Ganesan et al., 2018). Protein unfolding is not universally required for translocation and certain domains can retain their nonlinear structure during the process of entering chloroplasts. Currently, no data are available regarding the chloroplastic import of protein complexes. Interestingly, none of the LSU proteins interact with ATPS2, the isoform that has dual localization in plastids and the cytosol, due to alternative translational initiation (Bohrer et al., 2014). APS synthesized in the cytosol by ATPS2 is subsequently phosphorylated by APS kinase to form 3′‐phosphoadenosine 5′‐phosphosulfate (PAPS), which is used as a donor for sulfation reactions (Bohrer et al., 2014). ATPS2 is the only isoform that is not targeted by miR395 in the regulatory circuit and has no significant effect on cellular sulfate levels (Ai et al., 2016; Liang et al., 2010). In contrast, overexpression of the *ATPS1*, *ATPS3*, and *ATPS4* genes led to a reduction in sulfate levels, whereas their suppression resulted in sulfate accumulation in shoots (Ai et al., 2016). These three ATPS isoforms are, therefore, considered to be key regulators of the sulfate concentration in leaves. Interestingly, the expression of the two ATPS isoforms targeted by LSU proteins, ATPS1 and ATPS3, is driven by R2R3‐MYB transcription factors, which are known to activate both aliphatic and indolic GSL biosynthesis (Yatusevich et al., 2010). This finding indicated that the activation of sulfate by plastid ATPS is a bottleneck in the assimilative sulfate reduction pathway and the subsequent synthesis of secondary S‐metabolites. However, it has been reported that reduced function or loss‐of‐function alleles of *APR2* also lead to increased accumulation of total leaf sulfate (Chao et al., 2014). Quantitative trait locus (QTL) studies of sulfate accumulation in Arabidopsis revealed two key enzymes, ATPS1 and APR2 (Koprivova et al., 2013). The role of SiR in the reduction of inorganic sulfate to sulfide has long been considered insignificant for regulating flux in this pathway. Analysis of *sir* mutants revealed that optimal SiR activity is essential for normal growth and that its downregulation triggers severe adaptive reactions in both primary and secondary metabolism (Khan et al., 2010; Naumann et al., 2018). The accumulation of sulfate was again reported in the *sir1‐1* mutant. These data strongly suggest that impairment of any of the three steps in the sulfate reduction pathway leads to sulfate accumulation. This was also observed for the q‐lsu‐KO mutant, revealing the role of LSU proteins in the positive modulation of sulfate reduction pathway enzyme activities. Herein, we reveal the function of the LSU1 protein as a positive factor that directly binds to and enhances the enzymatic activity of the SiR enzyme. We cannot exclude the possibility that LSU proteins may also have other targets of S metabolism‐related enzymes, transporters, and regulators. Although we show here that all LSU proteins interact with the enzymes of the sulfate reduction pathway to the same extent, we can assume that they may have some specialization in target protein selection, as already demonstrated (Niemiro et al., 2020). The analysis of *LSU* tissue expression has primarily focused on LSU1 and LSU2, revealing distinct patterns of tissue‐specific expression that suggest specialized functions for these proteins. LSU1 is found broadly in root tissues but is highly concentrated in guard cells, implying a potential involvement in stomatal regulation. In contrast, LSU2 shows widespread expression in both leaves and roots, indicating a more general role across plant tissues (Garcia‐Molina et al., 2017). LSU1, LSU2, and LSU3 have been identified as immune‐related hub proteins, playing undefined roles in pathogen responses. These proteins possess relatively large and partially overlapping interactomes (Mukhtar et al., 2011; Wessling et al., 2014). Although LSU4 was not included in this study, earlier research has proposed its involvement in flower development (Myakushina et al., 2009). Interestingly, LSU proteins have been reported to interact with components of brassinosteroid signaling, jasmonate signaling, and the ethylene biosynthesis pathway suggesting their involvement in plant stress responses by influencing the signaling or synthesis of key phytohormones (Canales et al., 2023). We demonstrated here that LSU proteins play an important role in S homeostasis control and likely play a role in S status signaling as downstream transcriptomic responses are triggered. These responses may be induced either indirectly by generating changes in S‐metabolite levels sensed by, for example, SLIM1 or directly through interaction with transcription machinery elements. Among the known interaction partners of LSU proteins are transcription factors from various families (Arabidopsis Interactome Mapping Consortium, 2011; Frerigmann et al., 2014; Mugford et al., 2009). This suggests that LSU proteins may influence gene expression by modulating the activity of these transcription factors. Although the effects of *LSU* gene deletions are mainly observed under [nS] conditions, the overexpression of *LSU* genes improves tolerance to stresses like S deficiency or excess cadmium through manipulation of GSL metabolism (Li et al., 2023; Yang et al., 2023). Under heavy metal stress, LSU1 and LSU2 promote S assimilation through the induction of sulfate transporters at the transcriptional level, in addition to coordinating the flow of S from aliphatic GSL to S‐containing detoxification metabolites (Li et al., 2023). Interestingly, a recent genome‐wide association study in *Brassica juncea* identified a homolog gene of the Arabidopsis LSU2, as strongly associated with the gluconapin content, one of the main GSL (Tandayu et al., 2022). These findings imply that LSU proteins could play a role in regulating the biosynthesis of GSLs in *B. juncea*. Additionally, LSU3 has been identified as a protein partner of MYB51 transcription factor involved in the synthesis of indolic GSL (Frerigmann et al., 2014). The model of the proposed role of the LSU proteins in S metabolism is shown in Figure 9. In summary, although LSU proteins may not be essential or crucial for primary sulfate metabolism, they act as subtle regulators, fine‐tuning its efficiency depending on the plant's needs and influencing plant performance.

**Figure 9:**
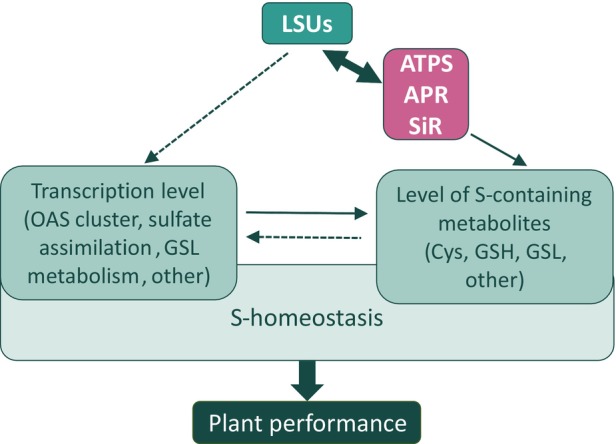
Model showing the role of LSU proteins in S metabolism homeostasis. Through binding to enzymes of the sulfate reduction pathway (ATP sulfurylase [ATPS], APS reductase [APR] and sulfite reductase [SiR]), LSU proteins positively affect their activity and influence the level of S‐containing metabolites. LSU proteins may also act as a signal of S‐status, triggering transcriptomic responses indirectly by altering S‐metabolite levels or directly through interactions with elements of the transcription machinery. The solid lines represent effects described in the literature and results, whereas the dashed lines represent hypothetical or indirect connections. Cys, cysteine; GSH, glutathione; GSL, glucosinolates; OAS, O‐acetylserine.

## EXPERIMENTAL PROCEDURES

### Plant material and growth conditions

All the plant lines used in this work were derivatives of the *A. thaliana* Col‐0 ecotype (denoted in this work as wild‐type, WT). The q‐lsu‐KO transgenic Arabidopsis line with a deletion in all four *LSU* genes was described previously (Piotrowska et al., 2024). The seedlings were cultivated *in vitro*. Seeds were dry sterilized as described previously (Zientara et al., 2009), plated onto half‐strength Hoagland's medium containing 0.8% agar, and stratified at 8°C for 2 days. The plates were placed vertically in a plant growth chamber with a photoperiod of 8 h of light and 16 h of darkness. Half‐strength Hoagland medium containing 1 mM sulfate was treated as a sulfur‐sufficient medium [nS]; in sulfur‐deficient medium [dS], MgSO_4_ was replaced with equimolar MgCl_2_. Seedlings were either grown for 10 days in [nS] media and transferred for 5 days into [nS] and [dS] media (transcriptomic studies) or germinated and grown in parallel in [nS] or [dS] media for 14 days (metabolomic studies).

### 3′RNA‐seq analysis

Total RNA was isolated separately from shoots and roots via TRI Reagent (Molecular Research Center, Cincinnati, OH, USA) according to the manufacturer's protocol (Chomczynski & Sacchi, 1987). Plant tissue was collected from at least 10 seedlings. The quality and concentration of RNA were evaluated via a NanoDrop ND‐100 (Thermo Fisher Scientific, Waltham, MA, USA) spectrophotometer. The Illumina libraries were prepared for 3′RNA‐seq via established protocol (Krzyszton et al., 2022), sequenced using NextSeq 500 and analyzed as described (Krzyszton et al., 2022). The differential expression (DE) of genes was analyzed using the DESeq2 (v1.8.2) package in R (v3.2.2) with the parameter alpha = 0.05. Genes with FDR‐adjusted *P* values <0.05 and FC values >1.5 were considered significantly different. Analysis of GO‐term enrichment was performed using the profiler R package (Kolberg et al., 2020) with the background set to genes detected in the experiment.

### Metabolite analysis

Shoots and roots were harvested and frozen in liquid nitrogen before the extraction of metabolites. For metabolite and ion determination, 50 mg aliquots of frozen, finely ground tissue were resuspended in 360 μL of ice‐cold methanol followed by 15 min of shaking at 950 rpm at 70°C. As a second extraction step, 200 μL of chloroform was added, and the samples were shaken at 950 rpm for 5 min at 37°C. Four hundred microliters of water were vortexed into the samples, which were subsequently centrifuged for 5 min at 20 800×*g*. The polar phase was transferred to a new tube, and the desired volumes were further aliquoted for LC–MS (300 μL) and ion chromatography (100 μL). The aliquots were dried overnight in a vacuum concentrator. LC–MS was performed as previously described (Perez de Souza et al., 2019, 2021). The concentrations of the metabolites were normalized by mass, and the data were subsequently filtered, autoscaled, and analyzed via the MetaboAnalyst 6.0 tool (https://www.metaboanalyst.ca/). For sulfate content determination, the evaporated polar phase was dissolved in high‐purity H_2_O and analyzed with a Dionex ICS‐3000 system as described previously (Apodiakou et al., 2024). OAS levels were determined after derivatization via an amino acid analysis protocol (Hubberten et al., 2012) and analyzed via the Dionex Summit HPLC system. Thiols were extracted via a previously described protocol (Hubberten et al., 2012). The labeled products were analyzed by HPLC using a LiChrospher 60 RP‐select B (5 μm) LiChroCART 125–4 chromatography column (Merck, Germany) in a Dionex Summit HPLC system.

### Sulfate uptake and flux analyses

Sulfate uptake and flux through the assimilation pathway were measured in seedlings grown in hydroculture for 14 days under sulfur‐sufficient (0.75 mM MgSO_4_) or sulfur‐limiting (0.015 mM MgSO_4_) conditions. Three microcuries of 0.2 mM [^35^S] ${\mathrm{SO}}_{4}^{2-}$ were added to the media, and the plants were incubated for 4 h in the light. Leaves and roots were separately extracted in a 10‐fold volume of 0.1 M HCl, and the ^35^S content was determined via scintillation counting to determine sulfate uptake and translocation to shoots. One hundred microliters of the extracts were used for determining the incorporation of different S‐containing compounds as described by Mugford et al. (2009).

### Gene cloning, vectors, and plasmid construction

The coding regions of *A. thaliana* genes were obtained from cDNA via the primers indicated in Table S4 and subsequently cloned Gateway™ pENTR/D‐TOPO to make an entry clone. Next, the LR reaction was carried out to construct an expression clone. All recombination reactions were carried out according to the manufacturer's protocols (Invitrogen, Thermo Fisher Scientific). The list of constructs and vectors used is available in Table S5.

### Protein–protein interaction assays

Yeast two‐hybrid (Y2H) experiments were performed with the indicated ORFs cloned into pDEST‐GAD or pDEST‐GBK as described previously (Niemiro et al., 2020). Bimolecular fluorescence complementation (BiFC) assays were performed to determine the protein interactions *in planta*. Briefly, *N. benthamiana* leaves were agroinfiltrated with *Agrobacterium tumefaciens* (strain GV3101) and transformed with combinations of the respective plasmids. The plasmids encoded either the N‐terminal (pSITE‐nEYFP‐C1) section of YFP linked to LSU1 or the C‐terminal section of YFP (pSITE‐cEYFP‐N1) linked to the C‐terminal part of ATPS1, APR1, or SiR. *A. tumefaciens* bacteria were grown overnight at 28°C in yeast extract broth (YEB) supplemented with 100 μg mL^−1^ rifampicin and 50 μg mL^−1^ spectinomycin (BioShop, Canada) prior to agroinfiltration. Microscopy observations were made via a Nikon Eclipse TE2000‐E inverted confocal microscope (Nikon Corporation, Japan). Interactions were tested using a 488 nm laser (Sapphire 488–20 CDRH; Coherent Inc., USA) and a 515/30 filter. For chloroplast visualization, a 615/75 filter was used. The image data were analyzed via an EZ‐C1 3.90 FreeViewer (Nikon Corporation, Tokio, Japan).

### Protein overexpression and purification

*Escherichia coli* Rosetta (DE3) cells were transformed with N‐terminally His‐tagged SiR, LSU1 or ZIP expression constructs (see Table S5) and grown to log phase (OD600 0.4–0.8) at 30°C in 3 mL Luria–Bertani (LB) media supplemented with ampicillin (100 μg mL^−1^) and chloramphenicol (50 μg mL^−1^). Protein expression induction was initiated with 1 mM isopropyl β‐d‐1‐thiogalactopyranoside (IPTG) and allowed to proceed for 1 h (for SiR) or 3 h (for LSU1 and ZIP). Pelleted cells were resuspended in extraction buffer [20 mm sodium‐phosphate buffer (pH 7.4), 0.3 M NaCl, 10 mM imidazole, 1 mm phenylmethylsulfonyl fluoride (PMSF), 1 mm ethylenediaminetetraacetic acid (EDTA), and 1× Complete Protease Inhibitor Cocktail Tablet (Roche)], sonicated, and the resulting lysates were rotated with HIS‐Select HF Nickel Affinity (Sigma–Aldrich) o/n at 4°C. The matrix was washed five times with wash buffer [20 mM sodium phosphate buffer (pH 7.4), 0.3 M NaCl, and 10 mM imidazole] and eluted with elution buffer [20 mM sodium phosphate buffer (pH 7.4), 0.3 M NaCl, and 250 mM imidazole].

### SiR enzymatic assay

SiR activity was measured via a previously described protocol (Naumann et al., 2018). Enzymatic kinetic studies of the recombinant His‐SiR confirmed the concentrations used in the original assay (Figure S9). Approximately 7–10 μg of purified His‐tagged SiR was added to 150 μL of the master mix (5% BSA, 25 mM HEPES, pH 7.5, 1 mM Na_2_SO_3_, 5 mM O‐acetylserine, ~10 μg of O‐acetylserine(thiol)lyase enzyme, 10 mM DTT, 30 mM NaHCO_3_, 15 mM Na_2_S_2_O_4_, and 5 mM methyl viologen) for 1 h at RT in the dark. The reaction was stopped by adding 350 μL of Gaitonde reagent (250 mg of ninhydrin dissolved in 16 mL of acetic acid and 4 mL of 12 N HCl) (Gaitonde, 1967). The cysteine produced in the supernatant was detected by a ninhydrin reaction at 100 °C for 10 min. The mixture was subsequently allowed to cool at RT for 10 min, and the optical density at 560 nm was recorded. To allow interaction, purified recombinant His–LSU1 (100 μg) or His–ZIP (100 μg) was incubated with the His‐tagged SiR protein in 50 μL of PBS at room temperature for 30 min prior to enzymatic activity determination.

### Statistical test

The statistical tests performed are indicated in the figure legends or the descriptions of the methods.

### ACCESSION NUMBERS

The *A. thaliana* genes included in this study are as follows: AT3G49580 (*LSU1*), AT5G24660 (*LSU2*), AT3G49570 (*LSU3*), AT5G24655 (*LSU4*), AT3G22890 (*ATPS1*), AT1G19920 (*ATPS2*), AT4G14680 (*ATPS3*), AT5G43780 (*ATPS4*), AT4G04610 (*APR1*), AT1G62180 (*APR2*), AT4G21990 (*APR3*), AT5G04590 (*SiR*), AT5G48850 (*SDI1*), AT2G44460 (*BGLU28*), AT5G26220 (*GGCT2;1*), AT5G10180 (SULTR2;1), AT3G12520 (SULTR4;2), AT1G18590 (SOT17), AT4G12030 (BAT5), AT1G16410 (*CYP79F1*), AT1G16400 (CYP79F2), AT5G23010 (*MAM1*), AT3G19710 (*BCAT4*), AT5G51100 (*FSD2*), and AT3G44320 (*NIT3*).

## AUTHOR CONTRIBUTIONS

JP and AW designed the research and performed the experiments; MO provided suggestions on the experiments and discussed the data; MK assisted with the RNAseq preparation and data analysis; AA helped with the measurements of S‐containing metabolites; SA performed the LC–MS metabolite analysis; JMLR performed the S flux experiment; JP, AS, and AW wrote and edited the manuscript; and SK and RH provided suggestions and assisted with the manuscript. The manuscript has been read, revised, and approved by all the listed authors.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** Comparative analysis of transcriptome profiles of WT and q‐lsu‐KO mutant shoots and roots under normal conditions [nS] and 5 day S deficiency [dS]. (a, b) Volcano plots showing comparison of transcript level in [nS] versus [dS] conditions or in q‐lsu‐KO mutant versus WT in shoots (a) and roots (b). The fold change (log2) is plotted on the x‐axis, and the adjusted *P*‐value (negative log10) is plotted on the y‐axis. Light gray dots represent all genes while the colored dots represent significantly changed genes (fold change ≥1.5 and FDR ≤0.05): in red—increased level, while in blue—decreased level.
**Figure S2.** Comparative analysis of metabolome profiles of WT and q‐lsu‐KO mutant shoots and roots of plants grown for 14 days on either S‐sufficient [nS] or S‐deficient [dS] conditions. Volcano plots showing comparison of metabolite level in q‐lsu‐KO mutant versus WT in [nS] and [dS] in shoots (a) and roots (b). The fold change (log2) is plotted on the x‐axis, and the adjusted *P*‐value (negative log10) is plotted on the y‐axis. Light gray dots represent all metabolites while the colored dots represent significantly changed metabolites (fold change ≥1.5 and FDR ≤0.05): in red—increased level, while in blue—decreased level.
**Figure S3.** Negative controls for Bimolecular Fluorescence Complementation (BiFC) assay. Coexpression of the YFP section with LSU1, APS1, APR1, and SiR fusions with appropriate YFP section showing no green spots. cY and nY represent the C‐terminal and N‐terminal sections of YFP, respectively. Scale bars: 10 μm.
**Figure S4.** The gel showing the production and purification of recombinant His‐SIR and His‐LSU1 from *Escherichia coli*. The expected sizes of the proteins—SiR: 68 kDa and LSU1: 11 kDa.
**Figure S5.** Y2H screen of the interaction between SiR and LSU1 and bZIP domain of ABF3. Below is the gel showing the production and purification of recombinant His‐bZIP from *Escherichia coli*. The expected size of the protein is 11 kDa.
**Figure S6.** Recombinant His‐SiR protein purified from *Escherichia coli* is enzymatically active. SiR activity of increasing concentrations of recombinant His‐SiR was spectrophotometrically determined and represented. Error bars correspond to the SD of three technical repetitions. The experiment was repeated three times with similar results.
**Figure S7.** SiR in vitro activity in time in the presence of either LSU1 or ZIP proteins. Error bars correspond to the SD of three technical repetitions. The experiment was repeated three times with similar results.
**Figure S8.** Schematic summary of S‐related gene and metabolite changes in WT by S‐deficiency [dS] compared to changes in q‐lsu‐KO mutant in normal S conditions [nS]. Only statistically significant changes are shown; in red increased level; in blue decreased level; in white no change; dashed blue boxes show decreased level though not statistically significant; Cys‐Gly, cysteinylglycine; GSH, glutathione; γ‐EC, gamma‐glutamylcysteine.
**Figure S9.** Enzyme kinetics of the recombinant His‐SiR enzyme purified from *Escherichia coli*. Specific activities of the enzyme at various concentrations of: electron donor methyl‐viologen (a), substrate sulfite (b), and in different temperatures of reaction (c). Michaelis–Menten plots are shown. All measurements were made in duplicate in three independent experiments and represented as means with standard deviation.

**Table S1.** The list of differentially expressed genes (DEGs) between genotypes and between conditions.

**Table S2.** The detailed list of enriched GO categories identified in the compared datasets from RNAseq.

**Table S3.** The processed metabolic data with FDR and log2 fold‐change values.

**Table S4.** The list of primers used in this work.

**Table S5.** The list of vectors and plasmids used in this work.

## Data Availability

The datasets generated and analyzed during the current study are available from NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO series accession number GSE 271678. Other data that support the findings of this study are available from the corresponding author upon request.

# Supplementary material for: Analysis of the quadruple lsu mutant reveals molecular determinants of the role of LSU proteins in sulfur assimilation in Arabidopsis
**Source:** Plant J. 2024 Nov 29;120(6):2919–36. doi: 10.1111/tpj.17155
**Supplement:** Supplementary file 1 — Figure S1. Comparative analysis of transcriptome profiles of WT and q‐lsu‐KO mutant shoots and roots under normal conditions [nS] and 5 day S deficiency [dS]. (a, b) Volcano plots showing comparison of transcript level in [nS] versus [dS] conditions or in q‐lsu‐KO mutant versus WT in shoots (a) and roots (b). The fold change (log2) is plotted on the x‐axis, and the adjusted P‐value (negative log10) is plotted on the y‐axis. Light gray dots represent all genes while the colored dots represent significantly changed genes (fold change ≥1.5 and FDR ≤0.05): in red—increased level, while in blue—decreased level. Figure S2. Comparative analysis of metabolome profiles of WT and q‐lsu‐KO mutant shoots and roots of plants grown for 14 days on either S‐sufficient [nS] or S‐deficient [dS] conditions. Volcano plots showing comparison of metabolite level in q‐lsu‐KO mutant versus WT in [nS] and [dS] in shoots (a) and roots (b). The fold change (log2) is plotted on the x‐axis, and the adjusted P‐value (negative log10) is plotted on the y‐axis. Light gray dots represent all metabolites while the colored dots represent significantly changed metabolites (fold change ≥1.5 and FDR ≤0.05): in red—increased level, while in blue—decreased level. Figure S3. Negative controls for Bimolecular Fluorescence Complementation (BiFC) assay. Coexpression of the YFP section with LSU1, APS1, APR1, and SiR fusions with appropriate YFP section showing no green spots. cY and nY represent the C‐terminal and N‐terminal sections of YFP, respectively. Scale bars: 10 μm. Figure S4. The gel showing the production and purification of recombinant His‐SIR and His‐LSU1 from Escherichia coli. The expected sizes of the proteins—SiR: 68 kDa and LSU1: 11 kDa. Figure S5. Y2H screen of the interaction between SiR and LSU1 and bZIP domain of ABF3. Below is the gel showing the production and purification of recombinant His‐bZIP from Escherichia coli. The expected size of the protein is 11 kDa. Figure S6. Recombinant His‐

(a)

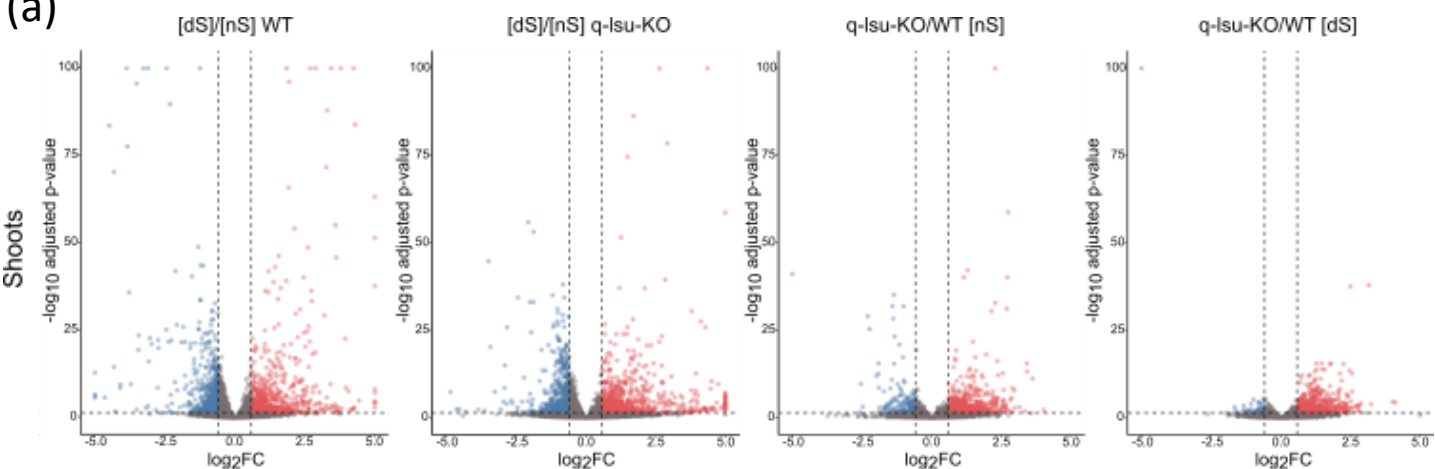

(b)

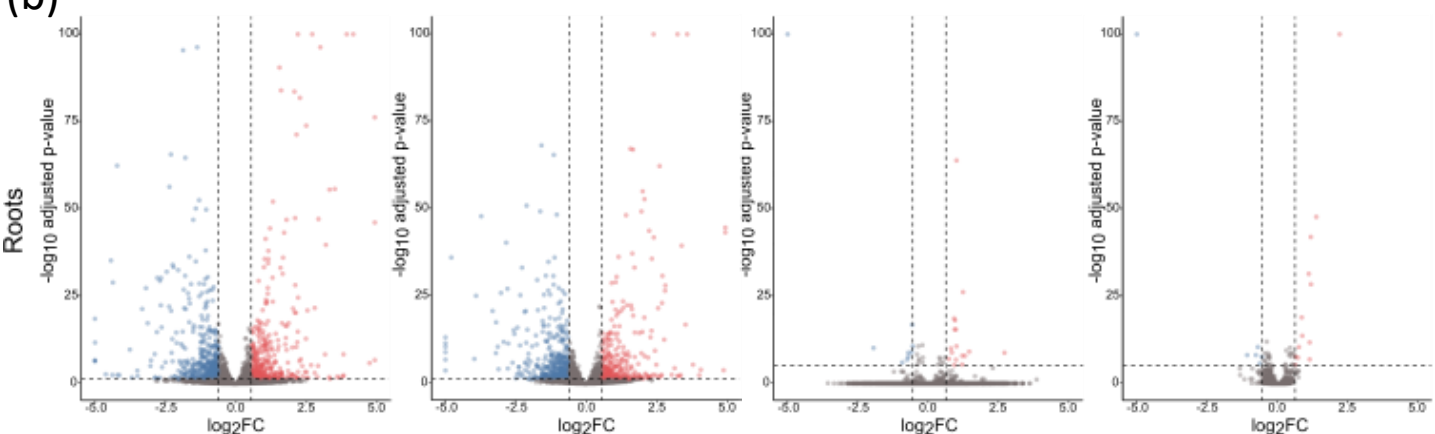

Figure S1. Comparative analysis of transcriptome profiles of WT and q-lsu-KO mutant shoots and roots under normal conditions [nS] and 5-day S deficiency [dS].

(a,b) Volcano plots showing comparison of transcript level in [nS] vs [dS] conditions or in q-lsu-KO mutant vs WT in shoots (a) and roots (b). The fold change (log₂) is plotted on the x-axis, and the adjusted p-value (negative log₁₀) is plotted on the y-axis. Light gray dots represent all genes while the colored dots represent significantly changed genes (fold change ≥ 1.5 and FDR ≤ 0.05): in red – increased level while in blue – decreased level.

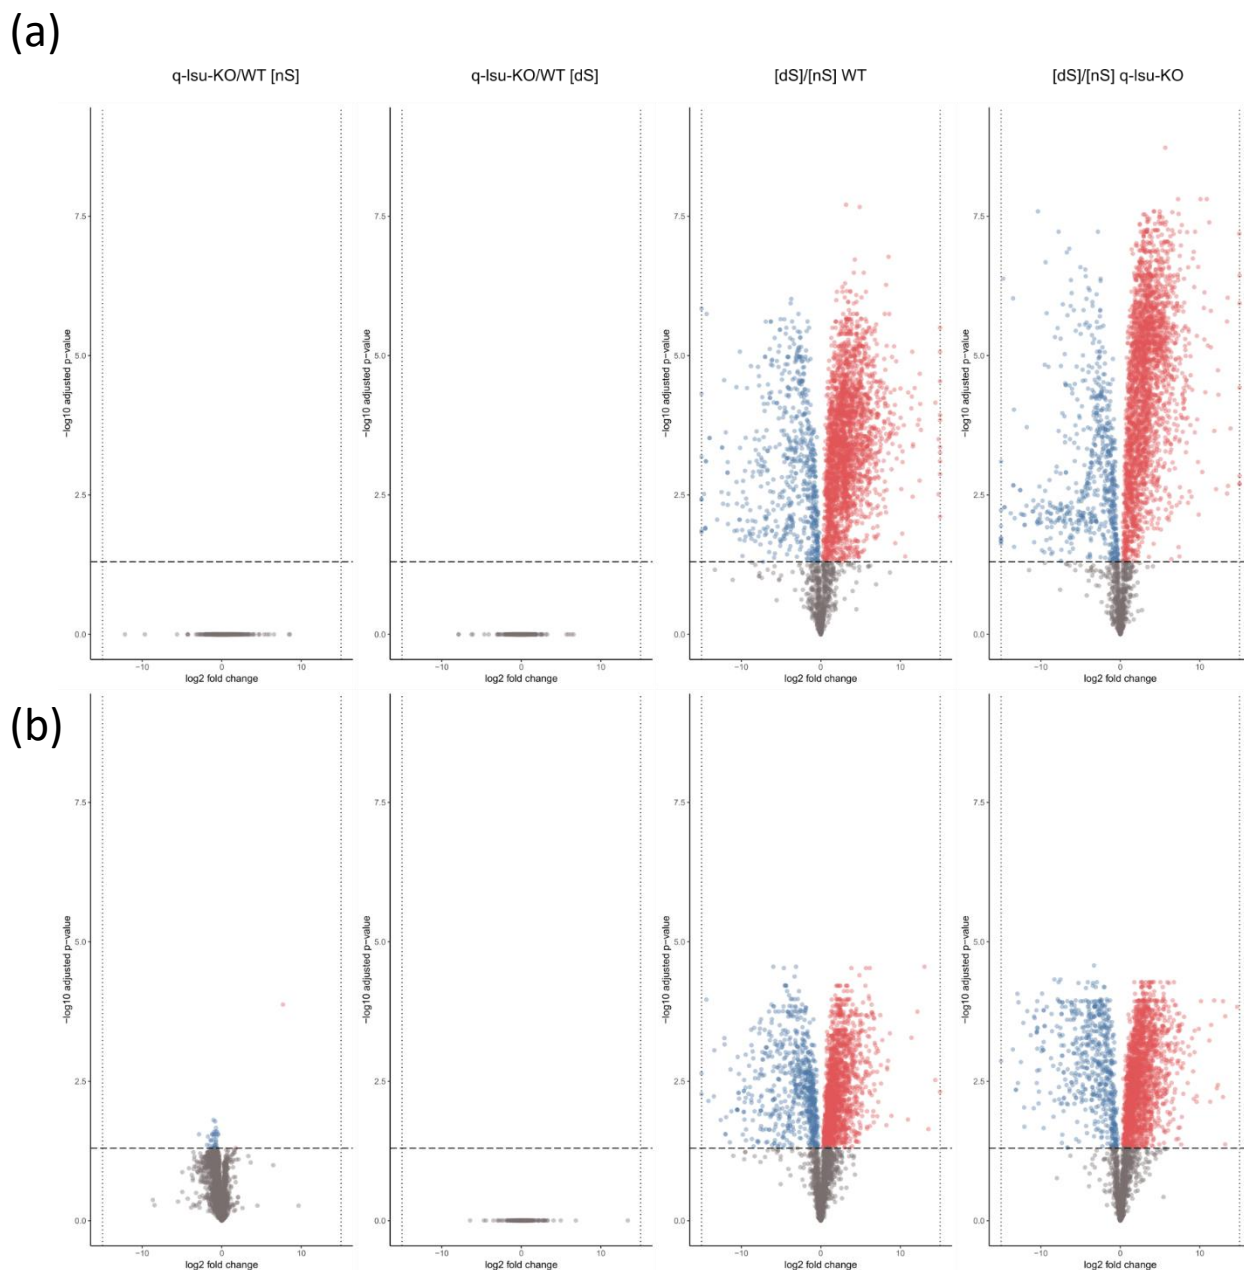

Figure S2. Comparative analysis of metabolome profiles of WT and q-lsu-KO mutant shoots and roots of plants grown for 14 days on either S-sufficient [nS] or S-deficient [dS] conditions. Volcano plots showing comparison of metabolite level in q-lsu-KO mutant vs WT in [nS] and [dS] in shoots (a) and roots (b). The fold change (log2) is plotted on the x-axis, and the adjusted p-value (negative log10) is plotted on the y-axis. Light gray dots represent all metabolites while the colored dots represent significantly changed metabolites (fold change ≥ 1.5 and FDR ≤ 0.05): in red – increased level while in blue – decreased level.

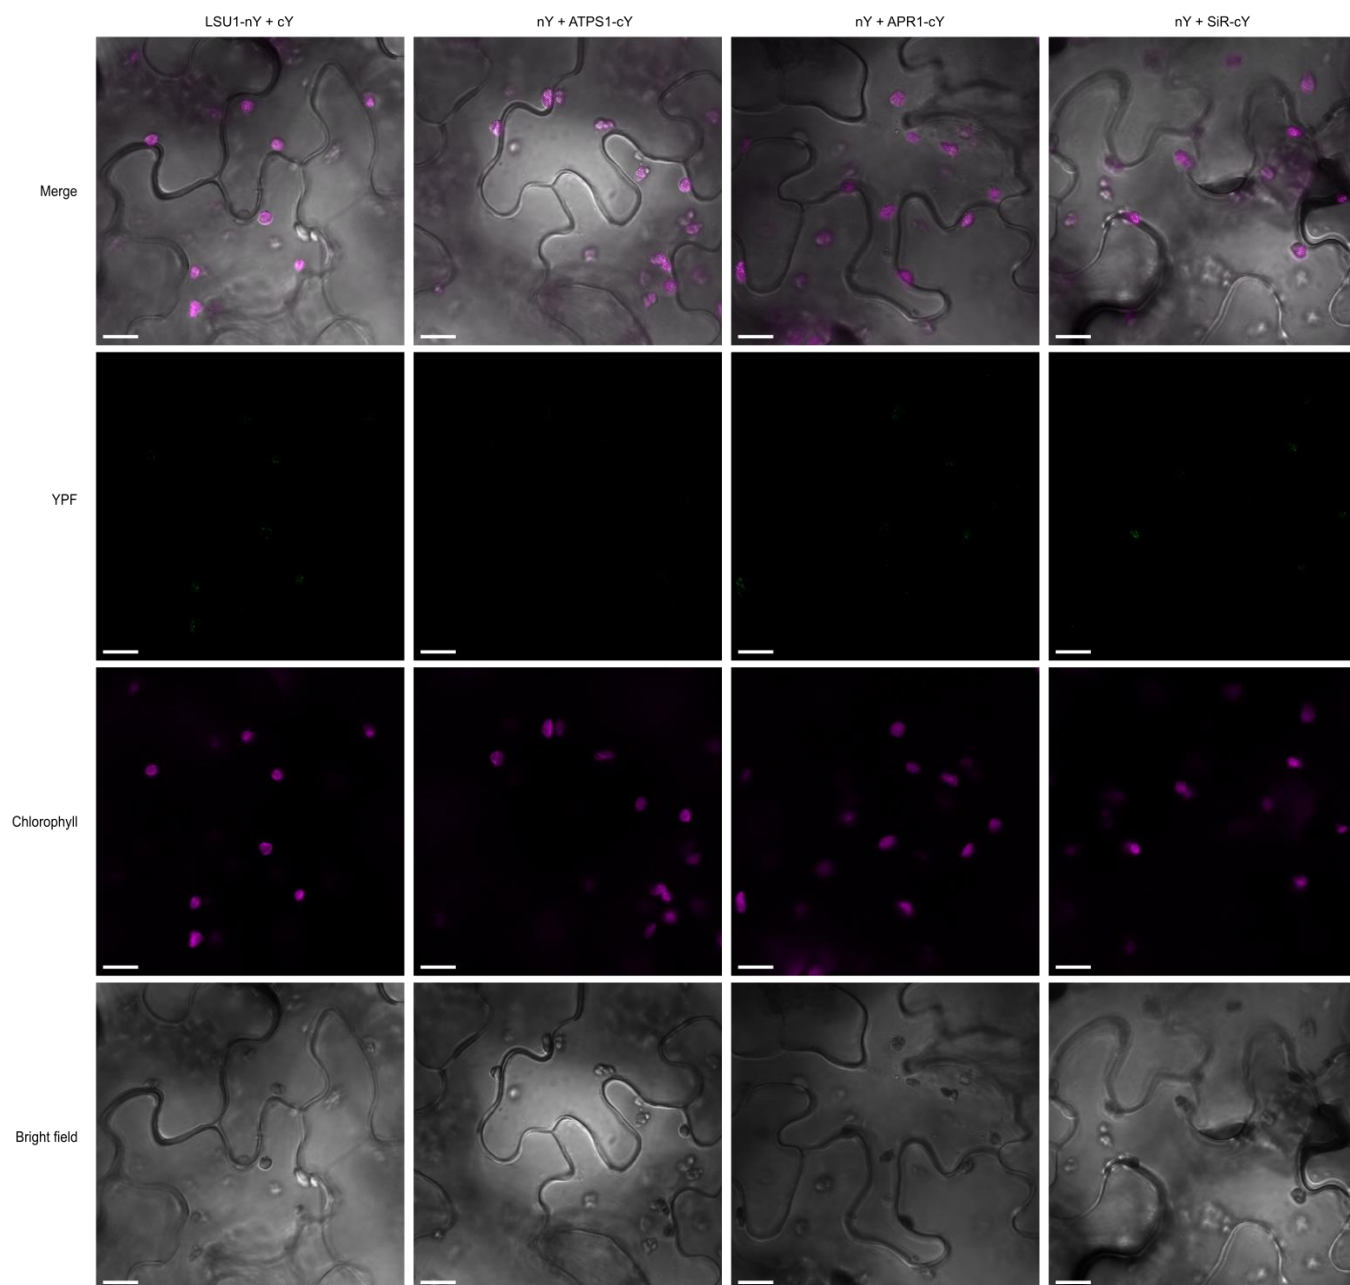

Figure S3. Negative controls for Bimolecular Fluorescence Complementation (BiFC) assay. Coexpression of YFP section with LSU1, APS1, APR1, and SiR fusions with appropriate YFP section show no green spots. cY and nY represent the C-terminal and N-terminal sections of YFP, respectively. Scale bars: 10 μ m.

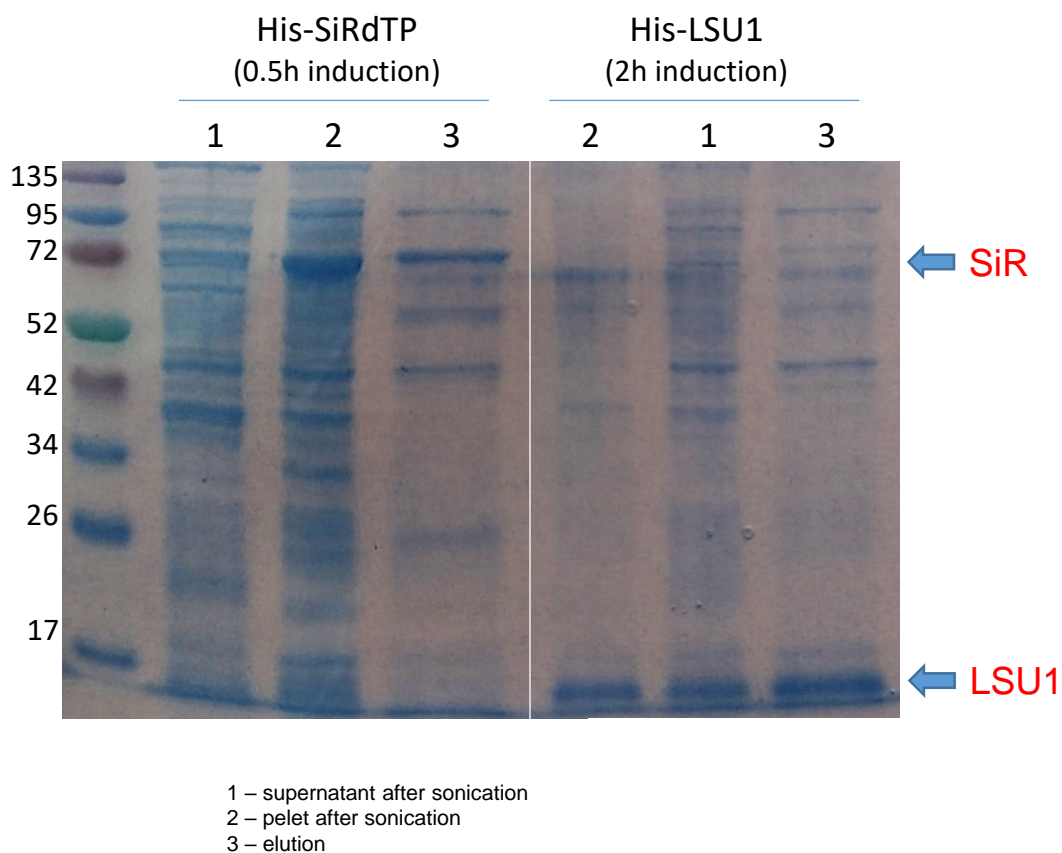

Figure S4. The gel showing the production and purification of recombinant His-SiR and His-LSU1 from *Escherichia coli*. The expected sizes of the proteins – SiR: 68 kDa and LSU1: 11 kDa.

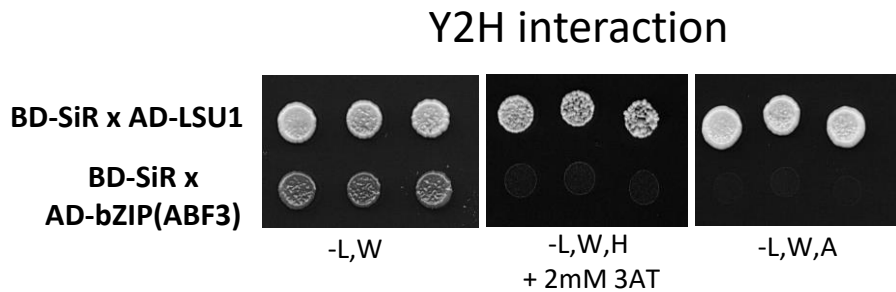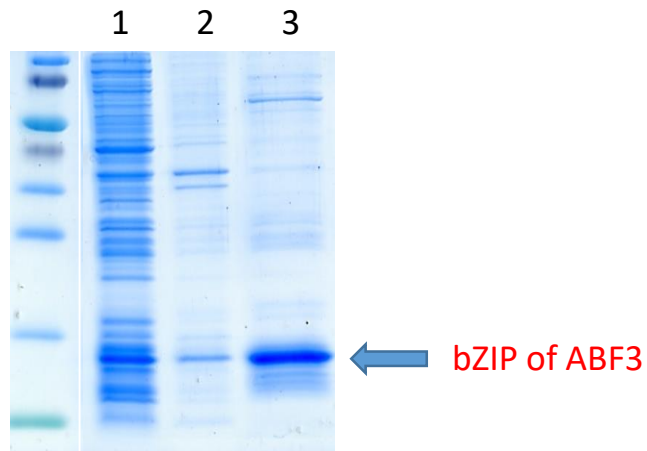

- 1 – supernatant after sonication
- 2 – pellet after sonication
- 3 – elution

Figure S5. Y2H screen of the interaction between SiR and LSU1 and bZIP domain of ABF3. Below the gel showing the production and purification of recombinant His-bZIP from *Escherichia coli*. The expected size of the protein is 11 kDa.

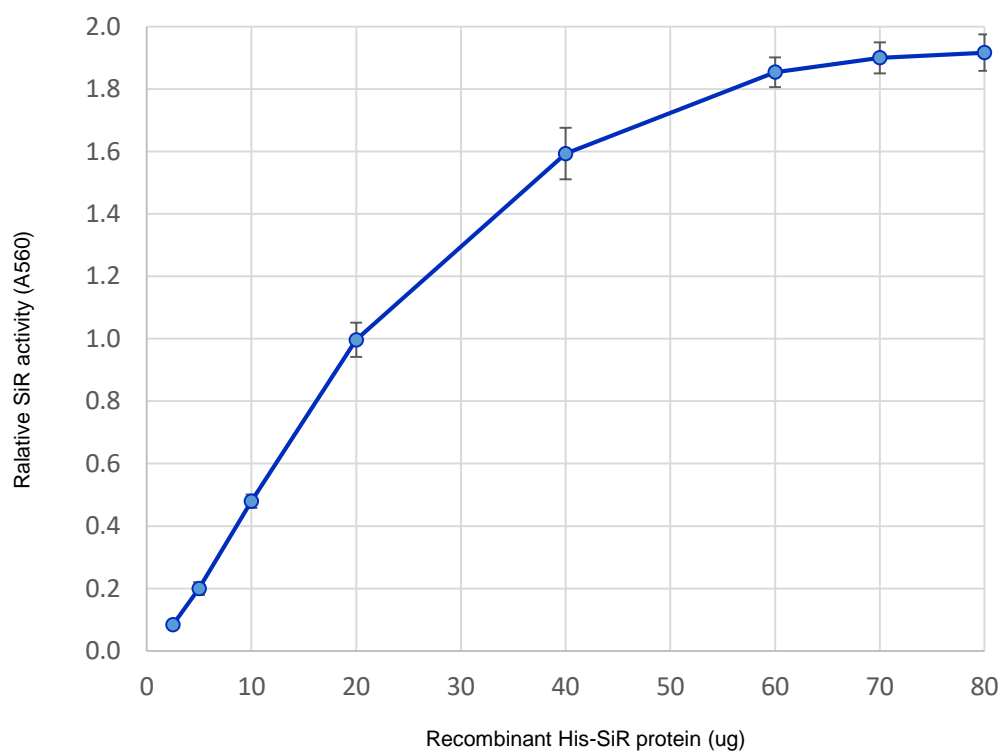

Figure S6. Recombinant His-SiR protein purified from *E. coli* is enzymatically active. SiR activity of increasing concentrations of recombinant His-SiR was spectrophotometrically determined and represented. Error bars correspond to the SD of three technical repetitions. The experiment was repeated three times with similar results.

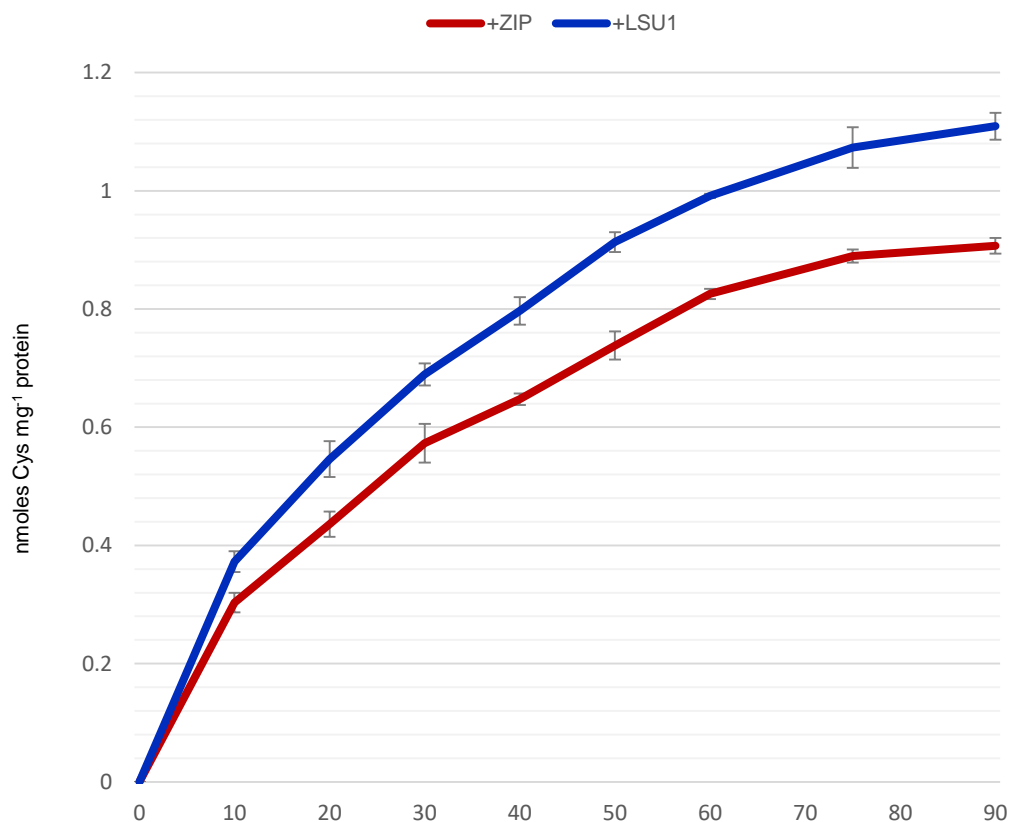

Figure S7. SiR in vitro activity in time in the presence of either LSU1 or ZIP proteins. Error bars correspond to the SD of three technical repetitions. The experiment was repeated three times with similar results.

Gene expression

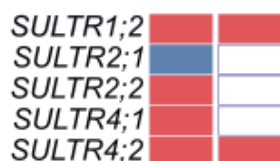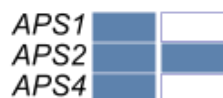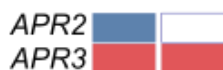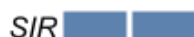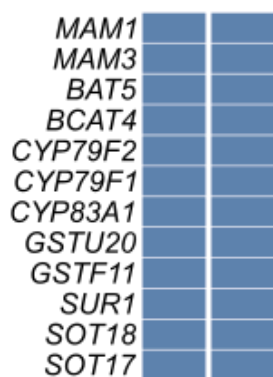

WT [dS] / WT [nS]
q-lsu-KO [nS] / WT [nS]

Metabolite

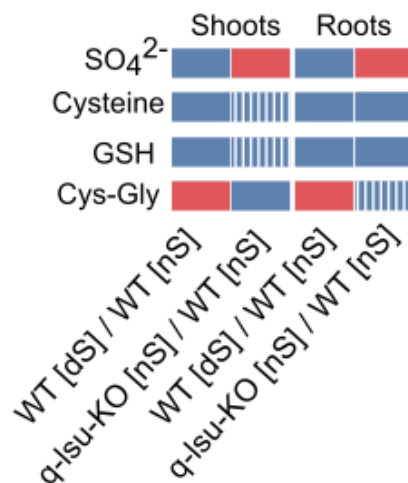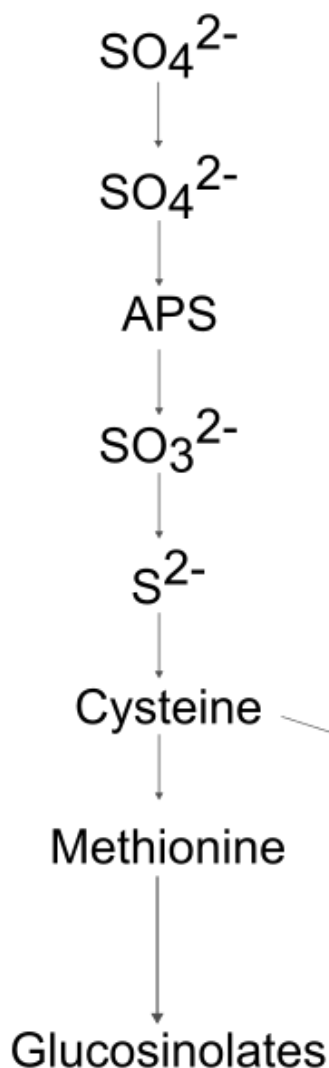

Figure S8. Schematic summary of S-related gene and metabolite changes in WT by S-deficiency [dS] compared to changes in q-lsu-KO mutant in normal S conditions [nS]. Only statistically significant changes are shown; in red increased level; in blue decreased level; in white no change; dashed blue boxes show decreased level though not statistically significant; GSH – glutathione; γ-EC - gamma-glutamylcysteine; Cys-Gly - cysteinylglycine

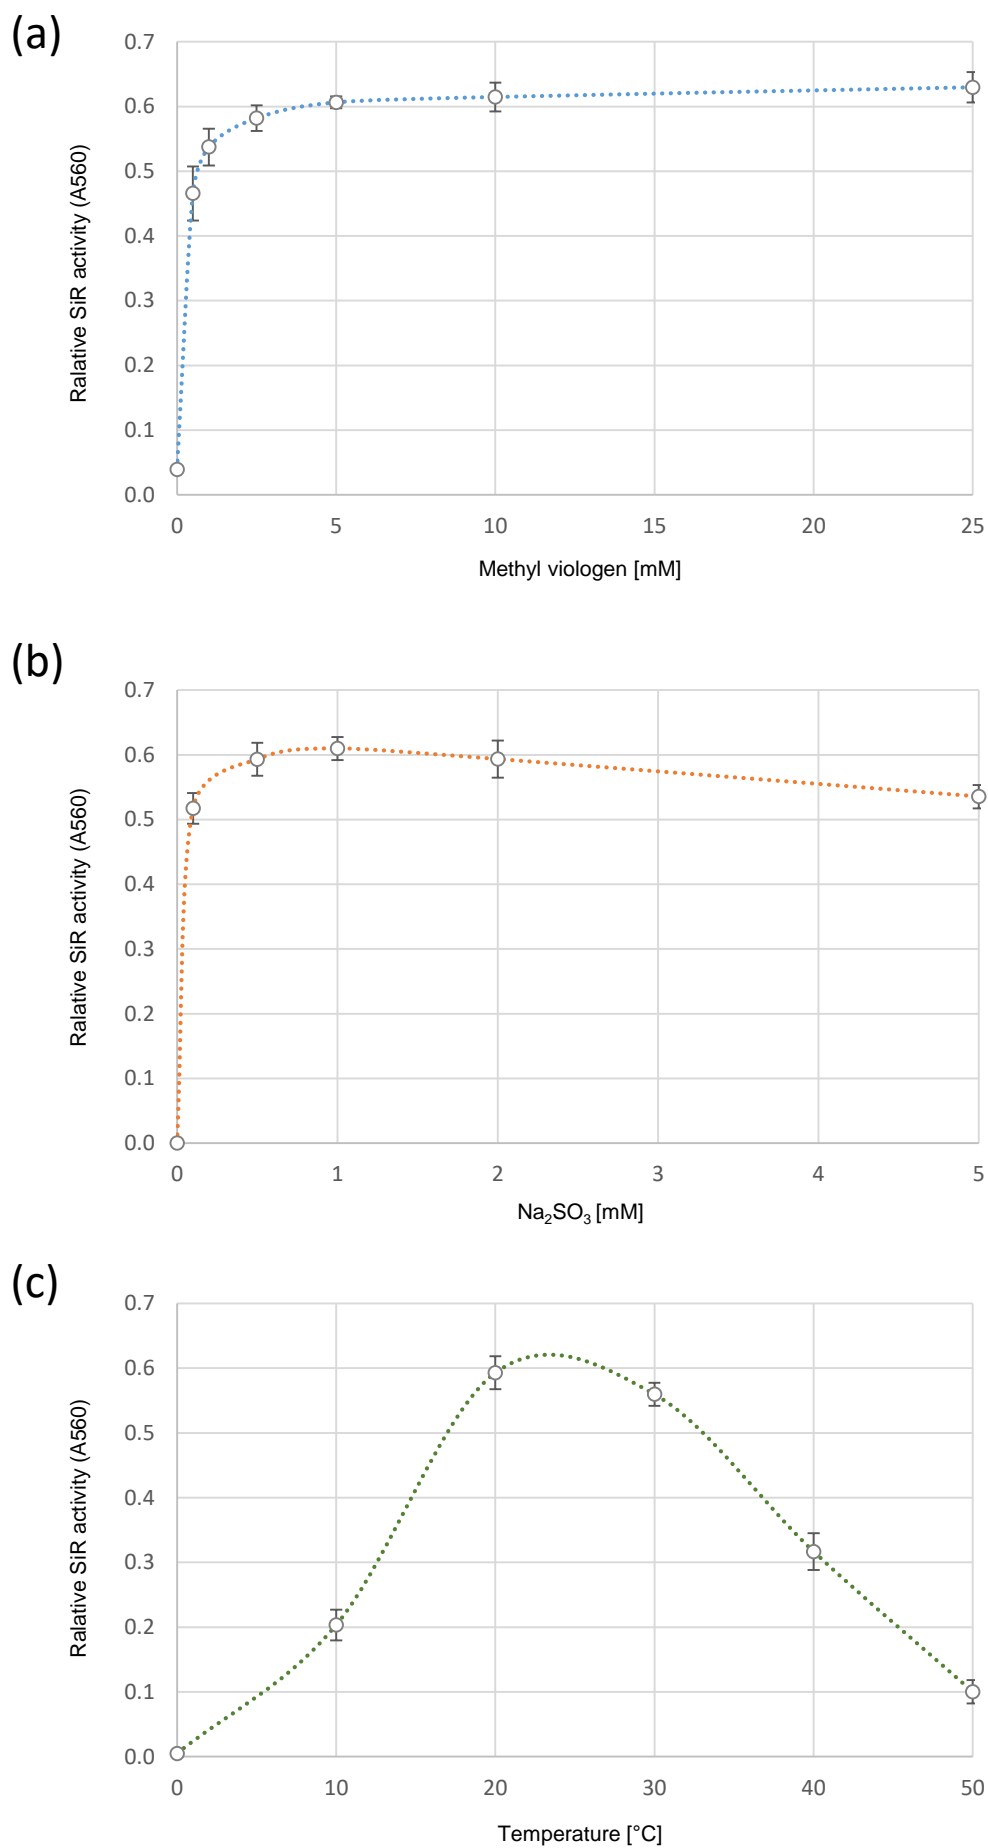

Figure S9. Enzyme kinetics of the recombinant His-SiR enzyme purified from *E. coli*. Specific activities of the enzyme at various concentrations of: electron donor methyl-viologen (a), substrate sulfite (b), and in different temperatures of reaction (c). Michaelis–Menten plots are shown. All measurements were made in duplicate in three independent experiments and represented as means with standard deviation.

How the deposited data were processed for this re-analysis (not part of the article)

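The data are 32 libraries of 3′RNA-seq from shoots and roots of WT and q-lsu-KO seedlings, grown for 10 days with normal sulfur and for 5 days under [nS] or [dS] and harvested on day 15, with 4 replicates in each of 8 groups. The authors deposited 1 file of counts for each library, with 37336 genes and no other column. The values are whole numbers, 11380 genes have no count in any library, and library totals run from 893225 to 2857129. The submitters' notes name STAR 2.7.8a, DESeq2 and TAIR10; the counting program, the annotation version and whether molecular identifiers were collapsed are not given in the sources used here. No reads were realigned. Each sequencing pool (4 in all) held 1 tissue under 1 sulfur condition with both genotypes, so sulfur and pool cannot be told apart and genotypes were compared within a pool.

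The main test was edgeR's quasi-likelihood F-test (edgeR 4.0.16, limma 3.58.1, R 4.3.3; filterByExpr with a minimum count of 10, TMM factors, robust dispersion), with 16 libraries of a tissue in 1 model of 4 group means and no covariate. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, which are the paper's thresholds. The interaction of genotype and sulfur was tested in each tissue, and that of genotype and tissue in a model with all 32 libraries. All p-values are two-sided unless stated. No replicate block was used, since nothing in the paper or the labels says that a replicate number marks a shared plate or day.

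Lists of genes (21 in all) were written from general knowledge before the data were examined, as were the tests, the alternatives and the rule for named genes. They cover sulfate transporters, sulfate reduction and cysteine synthesis, glutathione metabolism, S deficiency markers, the LSU family, GSL synthesis (aliphatic, indole, and the shared core with PAPS supply), GSL breakdown, core hypoxia response, touch and early stress, jasmonate, salicylate and pattern-triggered defense, abscisic acid and cold, iron, phosphate starvation, sugar starvation and senescence, the circadian clock, photosynthesis, root markers, and the genes the paper names. Each list with at least 3 tested genes was tested with limma's fry in every comparison, adjusted over all lists and comparisons of a tissue; camera was run beside it with an estimated and with a preset (0.01) correlation. Member counts are given over all genes and adjusted over the list alone.

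The named genes are those the paper names; for each comparison the 8 largest rises and falls among called genes with a mean log2 CPM of at least 3 and no overlap between the groups' libraries; up to 4 called members of each list, and others where a list needs them; the tested genes from AT1G55450 to AT1G55610 and the neighbours of the LSU genes; and the 5 largest interaction terms each way. The paper's Table S1 had been looked at for the LSU genes and the root genotype comparisons before the rule was written.

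Overlaps of calls were tested with a one-sided Fisher's exact test per direction over the genes tested in both comparisons, beside simulated unchanged groups and 6 assignments of split WT [nS] libraries, since both comparisons use these. PCA used log2 CPM (prior count 2) of the 500 genes with the highest variance in a tissue, with permutation tests of the scores. Neighbouring genes were tested as mean log2 fold changes in windows of 15 tested genes (also 7 and 31) against 1000 random orders. A self-test recovered known changes in simulated counts.

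The alternatives were DESeq2 (1.42.0), RLE and upper-quartile factors, no filter, a stricter filter (mean CPM of at least 5), a replicate block, only the 8 libraries compared, organelle genes left out, adjusted p alone, glmTreat, counts thinned to the smallest library, and each library left out in turn. Chosen after the data were seen were a touch score as a covariate, leaving out replicate 1 of WT [nS] and WT [dS] shoots together, and tests of the terms in the annotation notes of the reference (TAIR10.1). The reference gave only names, terms, chromosomes and neighbours: 37051 gene identifiers matched it and 285 did not.

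Genes with near-identical copies (such as NIT1 to NIT3, CYP79F1 and CYP79F2, BHLH38 and BHLH39, or AOC1 to AOC4) can share reads, and their counts are uncertain. The list of S markers in Figure 1c was not used, because it stands only in the picture. The root genotype sheet of Table S1 under [dS] is incomplete in the copy at hand and was not used. Protein, metabolite and enzyme data of the paper were not analysed here.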

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

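The tests with the touch score as a covariate and the counts over other splits of the libraries were chosen after the results were seen.

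Touch and early stress genes were higher in q-lsu-KO shoots, a signal outside the genes the paper discusses, with list medians of 1.54 under [nS] and 1.46 under [dS] on the log2 scale. Low oxygen in the tissue cannot be told apart: the higher core hypoxia median is 0.29, which is small, and ADH1 (2 to 7 counts) and PDC1 (0 to 2) did not rise but lie too near 0 in shoots to count against it. A different hour of harvest cannot be told apart either, since 5 of 13 clock genes passed the thresholds under [nS] (CCA1 and RVE8 lower; TOC1, RVE1 and GRP7 higher) but only 1 of 13 under [dS], where the touch median was nearly as high, and sulfur supply moves clock genes too. Handling that differed between the genotypes could explain the pattern: it needs the touch list to rise in both conditions, and the lower of the medians was 1.461, but WT libraries also differ among themselves in these genes, and a lasting stress state of the mutant predicts the same values and stays open. With the touch score as a covariate, 217 genes in place of 704 passed under [nS] and 90 in place of 608 under [dS], while permuted covariates left a median of 296 and 152.5; the calls ended with a wider spread (median standard error 0.207 before, 0.266 after and 0.268 with permuted covariates), so this test does not decide.

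Neighbouring genes on chromosome 1, from AT1G55450 to AT1G55610, were higher in q-lsu-KO in both tissues, outside the genes the paper discusses, with medians of 0.90 and 0.85 (shoots, [nS] and [dS]) and of 0.96 and 1.13 (roots). Of the 12 tested in shoots 8 and 9 were called higher, and of the 13 tested in roots 10 and 11. In scans of windows of 15 tested genes along the chromosomes, the window with the highest mean overlapped this segment in each comparison. Against random gene orders, p was 0.003 in shoots under [nS] and 9.990e-04 in shoots under [dS] and in roots under each condition. The mean of the segment was 2.02- and 1.88-fold (shoots) and 1.90- and 1.99-fold (roots) that of WT, and in each group the lowest q-lsu-KO library lay above the highest WT library, which is not tested with a p, since the segment was set from genes seen to be higher in q-lsu-KO. An extra copy of the segment may be the source, since median folds near 2 in both tissues are what it needs. Single genes, however, had log2 fold changes of 0.46 to 2.71 (shoots, [nS]), 0.54 to 2.48 (shoots, [dS]), 0.32 to 1.41 (roots, [nS]) and 0.34 to 1.34 (roots, [dS]). An extra copy by itself does not account for the highest values in shoots. The genes beside the segment had a median as far as 0.3311 from 0, the edges are uncertain, and no DNA was analysed here. No biological explanation was tested for it.

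Sulfur deficiency genes were changed in q-lsu-KO shoots under [nS], and the comparison shares its 4 WT [nS] libraries with that of WT under [dS]. With the libraries split between the comparisons over 6 assignments, the overlap in the same direction was at least 2.42 times that of independent lists for genes that rose and 5.81 times for genes that fell. Opposite directions reached 26 and 52 genes against 13.1 and 26.2 in the assignment with the most, and 19 and 32 against 10.5 and 21.3 in the next. In the assignment with 2.42, opposite directions stood at 1.985 and 1.984 times. The shared libraries are thus unlikely to be the whole cause for the genes that fell, and the margin is small for those that rose. With the touch score as a covariate, 20 aliphatic GSL genes fell under [nS] as without it, with a median of -1.32 in place of -1.33 (median standard error 0.229 and 0.164, fry adjusted p = 3.6e-07). Their score had r = 0.0988 in WT and 0.948 in q-lsu-KO with the touch score within groups, and the covariate fits 1 slope to all libraries, so this test alone does not decide. Neither r was negative, so within groups a higher touch score did not go with lower aliphatic GSL genes. For the S deficiency markers the early stress difference stays open as a part of the cause, since 7 in place of 10 rose (median 0.92 in place of 1.13, fry adjusted p = 6.0e-06). Their score had r = 0.623 with the touch score within groups (rho = 0.471, permutation p = 0.0407 and 0.129, adjusted p = 0.126 over 25 relations, not passed). Taken by genotype, r was 0.8845 in WT and -0.836 in q-lsu-KO. These values were not tested against each other, and the touch score varied less in q-lsu-KO, so a relation common to both genotypes is not shown. The covariate fits 1 slope to all libraries and cannot follow a slope that differs by genotype. That loss of LSU proteins itself sets off the sulfur deficiency response under [nS] stays open as the biological explanation.

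Some libraries lie far from the others of their group. Root q-lsu-KO [nS] replicate 4 had 1395792 total counts (the others 893225 to 942654), shoot q-lsu-KO [dS] replicate 4 had 4.787% plastid counts (the others 5.496 to 5.604), and shoot WT [dS] replicate 1 had a PC1 score of -1.314 (the others 13.92 to 15.66). Of 64 groups of values tested, 3 held such a library, and chance gives about 1 in 20, or 3.2.

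The effect of genotype differed between sulfur conditions for 62 genes in shoots, by a test of the difference. The named ones are, as the log2 effect of genotype under [dS] minus that under [nS], AK3 2.247, SOT17 2.014, BAT5 1.993, APK2 1.925, MAM1 1.87, ATPS2 1.174, BGLU28 -3.381, SDI1 -2.993, GGCT2;1 -2.517, AT1G12030 -2.041, SHM7 -1.917, LSU1 -1.784, LSU3 -1.719 and SULTR4;2 -1.141. In roots it differed for 4 genes: LSU4 1.897, GSTF6 0.8499, GSTF2 0.6162 and PEN3 (AT5G36150) -1.192. The effect of genotype differed between shoots and roots for 339 genes under [nS] and 310 under [dS].

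In lists outside the paper's discussion, abscisic acid and cold genes had medians of 0.961 (WT) and 0.9662 (q-lsu-KO) under [dS] against [nS] in shoots. Iron genes had -3.421 in WT shoots, -2.184 in WT roots and -2.249 in q-lsu-KO roots. Clock genes had 0.4474 in WT roots. Sugar starvation genes had 0.2438 in q-lsu-KO roots under [dS] against [nS] and 0.3874 in q-lsu-KO against WT roots under [dS], and root marker genes -0.346 in the latter.

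The counts of changed genes were set beside those in other splits of the same libraries. In shoots, 1666 genes were changed in WT under [dS] against at most 89 in the other splits, and 1760 against 6 in q-lsu-KO. For genotype, 704 stood against 84 under [nS] and 608 against 27 under [dS], each as large in only 1 of 35 splits. In roots, the counts were 1090 against 4, 982 against 16, 26 against 14 and 25 against 6 (1 of 35 each). A share of 1 in 35 is the smallest that 4 libraries against 4 allow, and it was not adjusted over the comparisons. It makes chance unlikely for each count taken alone and does not exclude it, with the smallest margin for genotype in roots under [nS]. For the interaction in shoots, 62 genes were reached in 2 of 100 splits with the real one included, a share under 0.05. The other one exchanged 3 [nS] libraries and 1 [dS] library and gave 265. Nearly reversing the genotypes under [nS] alone puts the genotype effect itself into the interaction term. Splits that exchange genotype labels within sulfur conditions thus give no reference without change, and they do not decide whether chance gives this interaction. For the interaction in roots, 4 genes were reached in 6 of 100 splits, with up to 19. The split with 19 exchanged 4 [nS] libraries and 1 [dS] library, which again puts the genotype effect into the term. Chance is not excluded there, and these splits cannot decide it. For the difference between tissues, 339 genes stand against at most 169 and 310 against at most 64 (1 of 100 each). These splits too exchange genotype labels, within each tissue and sulfur condition, so they give no reference for that difference.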

How the results depend on the processing

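The touch score as a covariate, leaving out replicate 1 of WT [nS] and WT [dS] shoots together and permutations of PC scores within sulfur conditions or genotypes and the share of sulfur genes within the genes changed in WT were chosen after the data were seen; the other alternatives were set before. Of 12694 values of 452 named results under the alternatives, 11784 kept their direction and their side of the thresholds, 910 fell short of a threshold and 0 turned direction. Most of these results were named for large changes past the thresholds, so a turn of direction was unlikely from the start. Adjusted p alone only drops a threshold, so its 452 values could not fall short. Of the values that fell short, 474 of 7224 came from leaving out 1 library, 199 of 452 came under glmTreat, 72 of 281 under the touch covariate and 45 of 431 with thinned counts. For what follows, the cause was not tested unless named. With adjusted p alone, the counts of changed genes by sulfur were 3395 and 3231 in shoots (WT, q-lsu-KO) and 2156 and 1858 in roots, the genotype counts in roots 42 and 52, and the overlaps 217 higher and 183 lower in shoots and 5 and 3 in roots; glmTreat, a stricter test, gave 386 and 392 (shoots, sulfur), 115 and 96 (shoots, genotype, [nS] and [dS]), 25 (shoots, interaction), 344 and 267 (roots, sulfur), 4 and 3 (roots, genotype), 1 (roots, interaction), and 67 and 53 (difference between tissues). Without a filter, roots gave 55 and 43 genes by genotype and 22 for the interaction. Upper-quartile factors changed the split of genotype calls in shoots to 428 higher and 298 lower under [nS] (490 and 214 with TMM) and to 453 and 160 under [dS] (515 and 93). The touch covariate gave 217 and 90 genes by genotype in shoots and 52 shared higher genes, and turned the touch list, from which it is built, to lower values (fry adjusted p = 0.8136 under [nS], 0.003017 under [dS], 3.766e-05 for q-lsu-KO under [dS] against [nS]); without replicate 1 of both WT shoot groups 402 genes were changed by genotype under [dS]. With camera's estimated correlation, 22 list tests in shoots passed in place of 54. Split WT libraries, which are fewer per comparison, gave 69.17 shared higher genes in shoots, 0.5 shared lower genes in roots and a covariance of -8.212e-04 in roots. With all tested genes, the genotype difference on root PC2 had a permutation p = 0.1144 (n = 8 and 8), and with windows of 7 genes the highest mean under [nS] in shoots was 1.178, in a window that holds LSU1 and LSU3, and did not pass the threshold (p = 0.0659).

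Leaving out 1 library at a time gave 464 (without q-lsu-KO [nS] replicate 3) to 862 (without WT [nS] replicate 4) genes by genotype in shoots under [nS] and 379 (without q-lsu-KO [dS] replicate 4) to 745 (without WT [dS] replicate 4) under [dS]. Without WT [dS] replicate 1, 381 were called under [dS], 368 of them also called with all libraries. In roots it gave 17 (without q-lsu-KO [nS] replicate 3) to 60 (without replicate 1) under [nS], and 18 to 46 (without q-lsu-KO [dS] replicate 1) under [dS]. The interaction in roots went from 2 (without WT [nS] replicate 2, WT [dS] replicate 3, q-lsu-KO [nS] replicate 3 or q-lsu-KO [dS] replicate 2) to 10 (without q-lsu-KO [nS] replicate 1), with 9 without q-lsu-KO [dS] replicate 1. The difference between tissues went from 218 to 478 (without shoot WT [dS] replicate 4) under [dS]. Shared genes in roots went from 2 to 7 higher (7 without q-lsu-KO [nS] replicate 1, 4 without WT [nS] replicate 4) and from 0 to 4 lower (0 without WT [nS] replicate 1 or 4 or q-lsu-KO [nS] replicate 2 or 3, 2 without WT [nS] replicate 3, 4 without q-lsu-KO [nS] replicate 1).

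Libraries with the same replicate number deviated from their groups with correlations of -0.10 to 0.252 over the 8 comparisons, with no comparison in which every pair was over 0.1, so the libraries were not treated as paired. In the 4 comparisons of sulfur conditions, 4 to 6 of 8 libraries matched their own number best, where chance gives 2, and in the 4 comparisons of genotypes 0 or 1 did, and the touch score ranks the replicates of WT [nS] and WT [dS] shoots alike. This hints that the numbers pair the sulfur conditions, which neither the labels nor the paper state. A replicate block gave 7 genes for the interaction in roots and 2 shared lower genes in roots, and 11 genes in place of 6 were lower in q-lsu-KO roots under [dS]; it changed no other total of calls by over 1.5 times. Depth limits small changes, as seen in simulated counts like those of q-lsu-KO and WT under [nS], with changed genes of a mean log2 CPM of at least 3. In shoots, 46% of the smallest changes (below 2-fold), 74% of 2-fold and 92% of 3-fold changes were recovered. In roots, 52% of the smallest and 96% of 4-fold changes were. Recovery among genes with lower counts was not measured.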

Differences from the paper's values

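No test in this part was chosen after the results were seen. In shoots under [dS], 93 genes were lower in q-lsu-KO than in WT at the paper's thresholds, and the paper's count is 47. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with DESeq2's Wald test (47), with thinned counts (68), and without WT [dS] replicate 1 (52), WT [dS] replicate 3 (69), q-lsu-KO [dS] replicate 3 (66) or q-lsu-KO [dS] replicate 4 (48). It did not with RLE factors (87), upper-quartile factors (160), no filter (137), a stricter filter (88), a replicate block (131), only the 8 libraries compared (71), organelle genes left out (75), adjusted p alone (217) or glmTreat (2), nor without any other single library (73 to 129). The paper's methods name DESeq2.

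Of the genes named for sulfate uptake, the paper counts SULTR2;1 among those with increased expression in q-lsu-KO under [nS] and SULTR1;1 among those altered. Here SULTR2;1 had a log2 fold change of 0.05 ± 0.11 in shoots (adjusted p = 0.888, edgeR) and of -0.20 ± 0.12 in roots (adjusted p = 0.750, edgeR), and SULTR1;1 was not tested in shoots and had 0.14 ± 0.29 in roots (adjusted p = 0.962, edgeR). The other genes the paper names there moved the way it states, among them SULTR4;2 (1.07), APR3 (0.72), GGCT2;1 (2.27), SDI1 (2.71), BGLU28 (3.56), MAM1 (-1.33), BCAT4 (-2.22) and CYP79F1 (-2.29) in shoots.

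The paper groups genes higher in q-lsu-KO shoots under [nS] with hypoxia and glucosinolate catabolism. With the lists used here, 2 of 14 core hypoxia genes and 3 of 14 genes of GSL breakdown were higher (4 and 3 by DESeq2), and the list tests passed with fry (adjusted p = 0.00531 and 1.7e-04) and not with an estimated correlation (adjusted p = 0.116 and 0.0752). These lists are not the GO categories of the paper, so the values neither repeat nor contradict its enrichment. Outside the touch list, the reference annotation gives the term response to hypoxia to only 4 genes tested in shoots. The paper also finds mainly S metabolism genes in the overlap of Figure 1d. With the LSU family left out, the sulfur lists used here hold 10 of 130 genes that rose in both comparisons in shoots and 30 of 88 that fell. Sulfur genes outside these lists were not counted.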

Other observations

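The term tests were chosen after the data were seen. Sulfur deficiency lowered most genes of the iron list, which holds genes of uptake, signalling and storage that were not tested apart. Of 13 iron genes in shoots, 10 fell and 2 rose in WT, and 8 fell and 1 rose in q-lsu-KO (10 and 1 when adjusted over the list alone; fry adjusted p = 9.5e-04, adjusted p = 0.102 with an estimated correlation). In roots 10 of 15 fell and 3 rose in both genotypes. BHLH38 (AT3G56970), a regulator of iron uptake, fell by 6.62 ± 0.76 in WT shoots (adjusted p = 1.0e-05) and by 5.08 ± 0.32 in WT roots (adjusted p = 1.1e-19), and the ferritin gene FER4 (AT2G40300) rose by 0.92 ± 0.20 in WT shoots (adjusted p = 7.5e-04). The genes that rose were ferritin genes: FER1 and FER4 in WT shoots, FER1 in q-lsu-KO shoots, and FER1, FER3 and FER4 in roots. In q-lsu-KO shoots under [nS], BHLH38, BHLH39 and OPT3 were lower than in WT (fry adjusted p of the list = 0.00220, adjusted p = 0.0826 with an estimated correlation).

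Sulfur deficiency also raised hormone and defense genes in shoots of both genotypes. Of 19 jasmonate genes, 12 rose in WT and 13 in q-lsu-KO (14 and 15 when adjusted over the list alone), among them LOX2 (AT3G45140), by 2.13 ± 0.16 in WT (adjusted p = 3.2e-07). Of 21 genes of salicylate and pattern-triggered defense, 9 rose in WT and 13 in q-lsu-KO (fry adjusted p = 6.0e-04 and 3.1e-04, adjusted p = 0.116 and 0.0752 with an estimated correlation), and of 8 abscisic acid and cold genes 7 rose in each (fry adjusted p = 1.2e-05 and 2.7e-05). Photosynthesis genes fell in part, 5 of 17 in WT (fry adjusted p = 8.2e-05, adjusted p = 0.218 with an estimated correlation). Among the genes that fell in WT shoots were 74 of 342 with the term translation (21.9 by chance, adjusted p = 2.8e-19, one-sided Fisher's exact test). Of 8 phosphate starvation genes 0 passed by edgeR or DESeq2 in WT shoots (1 at an unadjusted p under 0.05, edgeR).

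In roots, the floral repressor gene MAF4 (AT5G65070) was higher in q-lsu-KO than in WT by 2.62 ± 0.45 under [nS] (adjusted p = 5.4e-04) and 2.02 ± 0.39 under [dS] (adjusted p = 0.00238). Of the 8 genes lower in q-lsu-KO roots under [nS], 5 were among those that rose in WT roots under [dS] (0.273 for independent lists, one-sided Fisher's exact test, p = 2.3e-06): LSU2, which is deleted, the ferritin gene FER1, AT2G04050, AT2G21640 and AT5G09570. The count and its p include LSU2, whose fall follows from the deletion. Both comparisons use the 4 root WT [nS] libraries. With these split, 1 to 7 genes were shared over 6 assignments (2.67 on average, Fisher's exact test p as high as 0.144). Of 10 root marker genes, 0 passed for genotype under [dS] by edgeR or DESeq2 (3 at an unadjusted p under 0.05, edgeR; fry adjusted p = 0.0255).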
